# Priming with LSD1 inhibitors promotes the persistence and antitumor effect of adoptively transferred T cells

**DOI:** 10.1038/s41467-024-48607-4

**Published:** 2024-05-21

**Authors:** Fengqi Qiu, Peishan Jiang, Guiheng Zhang, Jie An, Kexin Ruan, Xiaowen Lyu, Jianya Zhou, Wanqiang Sheng

**Keywords:** Tumour immunology, Tumour immunology, Cancer immunotherapy

## Abstract

The antitumor efficacy of adoptively transferred T cells is limited by their poor persistence, in part due to exhaustion, but the underlying mechanisms and potential interventions remain underexplored. Here, we show that targeting histone demethylase LSD1 by chemical inhibitors reshapes the epigenome of in vitro activated and expanded CD8^+^ T cells, and potentiates their antitumor efficacy. Upon T cell receptor activation and IL-2 signaling, a timely and transient inhibition of LSD1 suffices to improve the memory phenotype of mouse CD8^+^ T cells, associated with a better ability to produce multiple cytokines, resist exhaustion, and persist in both antigen-dependent and -independent manners after adoptive transfer. Consequently, OT1 cells primed with LSD1 inhibitors demonstrate an enhanced antitumor effect in OVA-expressing solid tumor models implanted in female mice, both as a standalone treatment and in combination with PD-1 blockade. Moreover, priming with LSD1 inhibitors promotes polyfunctionality of human CD8^+^ T cells, and increases the persistence and antitumor efficacy of human CD19-CAR T cells in both leukemia and solid tumor models. Thus, pharmacological inhibition of LSD1 could be exploited to improve adoptive T cell therapy.

## Abstract (web summary)

Phenotypic changes in exhausted T cells are linked to chromatin remodeling. Here the authors show that pharmacological inhibition of the H3K4me1/2 demethylase LSD1 promotes the persistence and enhances the therapeutic activity of adoptively transferred T cells for cancer therapy.

## Introduction

Adoptive transfer of antigen receptor-engineered T cells is an emerging therapeutic approach in cancer treatment. Chimeric antigen receptor (CAR) T-cell therapy, particularly in B cell malignancies, has shown high objective responsive rates^1–3^. However, over half of the patients experience relapse in CAR T therapy. In solid tumors, the efficacy of CAR T therapy has been limited, faced with challenges such as lack of suitable antigens, tumor heterogeneity, and the immunosuppressive tumor microenvironment (TME)^4^. T-cell receptor-engineered T (TCR T) cell therapy is being explored as an alternative for solid tumors and has already shown promising outcomes, but tumor relapse remains an issue^5^. The limited persistence of both CAR T and TCR T cells, in part due to T-cell exhaustion, is a significant obstacle impeding their long-lasting therapeutic effect. Thus, it is an unmet need to overcome exhaustion and promote the persistence of adoptively transferred T cells.

T-cell exhaustion is induced by persistent TCR stimulation together with a variety of microenvironmental signals, for instance, TGFβ, IL-10, PGE2, and adenosine. It is characterized by a progressive loss of effector functions, poor persistence and proliferation capacity, and high-level expression of inhibitory receptors^6^. The phenotypic changes in exhausted T cells (Tex) are linked to extensive remodeling of chromatin landscapes, including changes in DNA methylation, histone modifications, and chromatin accessibility, which differ significantly from those in effector (Teff) and memory (Tmem) T cells^7–12^. It has become evident that the exhaustion-associated chromatin landscapes are stable and fixed, as current therapeutic approaches for relieving T-cell exhaustion, for instance by PD-1 blockade, lack the ability to revert them^7,13^. This “epigenetic barrier” is thought to prevent bona fide reinvigoration of terminal Tex cells. Considering their pivotal role in rewiring and maintaining chromatin landscapes, perturbing epigenetic regulators may offer a way to change or even revert the exhaustion-associated chromatin state in Tex cells. While direct conversion of terminal Tex cells back to effector or memory T cells is not well evidenced, recent studies suggest that targeting specific epigenetic regulators could prevent the acquisition of exhaustion by disrupting the establishment of associated chromatin landscapes. For instance, blocking de novo DNA methylation by depleting *Dnmt3a* in activated T cells helps avert exhaustion-associated methylation patterns, thus preserving the proliferative capacity and effector functions of both endogenous CD8^+^ T cells and adoptively transferred EphA2-CAR T cells^14,15^. Similarly, treating CAR T cells with very low-dose (10 nM) decitabine, a DNA hypomethylating agent, has been reported to enhance the persistence and effector functions of human CD19-CAR T cells both in vitro and in animal models^16^. However, in another study, a moderate increase in the dose of decitabine (100 nM) turns to decrease the proliferative capacity of unmodified human CD8^+^ T cells^17^. Additionally, depletion of TET2, a member of the TET family responsible for actively removing the methyl group from 5-methylcytosine (5mC) on genomic DNA, results in superior persistence and proliferation of human CD19-CAR T cells^18,19^. These findings emphasize the importance of understanding the complex roles of DNA methylation in T-cell functionality. Histone modifications, involving diverse chemical moieties and distinct modification sites, are central to chromatin landscapes, but their roles and mechanisms of action in T-cell exhaustion are not fully understood. H3K27me3, catalyzed by the methyltransferase EZH2, has recently been implicated in the functional reinvigoration of GD2-CAR T cells^20^. Additionally, in two recent studies, disruption of H3K9me3 by depleting SUV39H1 has been reported to enhance CAR T-cell persistence and antitumor effect in solid tumor models^21,22^. A deeper understanding of the chromatin landscapes and their regulatory mechanisms could open new therapeutic opportunities to combat the exhaustion of adoptively transferred T cells.

Our recent study reported that depletion of H3K4me1/2 demethylase LSD1 increased intratumoral persistence of the progenitor-exhausted T cells and their proliferative response to PD-1 blockade in mouse syngeneic tumor models^23^. In this study, we further explore the impact of pharmacological LSD1 inhibition on adoptive T-cell (ACT) therapy and find that targeting LSD1 by chemical inhibitors during the in vitro activation and expansion of T cells remodels the epigenome associated with a phenotype of increased effector cytokine production and decreased inhibitory receptor expression. Notably, a timely and transient inhibition of LSD1 during T-cell activation proves sufficient to alleviate T-cell exhaustion and improve the persistence and antitumor efficacy of adoptively transferred mouse OT1 cells. These effects of LSD1 inhibition are also consistently observed in human CD19-CAR T cells. Thus, our study reveals an exhaustion-promoting epigenetic program driven by LSD1 that could be targeted by pharmacological inhibitors to enhance the therapeutic effectiveness of adoptively transferred T cells in cancer treatment.

## Results

### Targeting LSD1 by chemical inhibitors increases effector cytokines and decreases inhibitory receptors in CD8^+^ T cells

To investigate whether LSD1 is a potential target for improving the functionality of CD8^+^ T cells in adoptive cell therapy, we first analyzed the impact of LSD1 inhibition on T-cell activation. We selected two well-known irreversible inhibitors, GSK2879552 (abbreviated as GSK) and ORY1001^24,25^, for this purpose. In a cellular thermal shift assay (CETSA), both inhibitors increased the thermostability of LSD1 in CD8^+^ T cells (Supplementary Fig. 1a), confirming their on-target engagement. GSK and ORY1001 achieved complete target engagement in CD8^+^ T cells at concentrations exceeding 167 nM and 2 nM, respectively (Supplementary Fig. 1b, c). We then treated CD8^+^ T cells, isolated from three separate OT1 mice and activated in vitro with anti-CD3/anti-CD28 for 48 h followed by IL-2 expansion for an additional 72 h, with 0.5 μM GSK. 

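GSK inhibits the histone demethylase LSD1, and OT1 mice carry a transgenic T-cell receptor for an ovalbumin peptide. RNA of 3 cultures treated with GSK at 0.5 μM and 3 cultures treated with vehicle (Veh) was sequenced on culture day 5, after 48 h of activation and 72 h of expansion. The authors enriched polyadenylated RNA, built stranded libraries, mapped the reads to the mouse GRCm38 genome with hisat2 and counted the reads of each gene with HTSeq-count. The deposited values are these counts, without normalization, for 16281 genes. The counts of the Veh samples summed to between 18288447 and 18918811 with a median of 18537341, and those of the GSK samples to between 19149909 and 19846720 with a median of 19371483. The authors give over 40000000 raw reads per sample, and the values here use the counted reads. From the counts, expression was compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM scaling, over the 11698 genes that passed edgeR's filter on low counts. Genes past an adjusted p of 0.05 and a fold change of 1.5, the thresholds of the paper, were called. No pair of replicates differed by as little as the sampling noise, with a chi-square per degree of freedom from 3.95 to 9.02 within the groups. With 3 samples against 3, an exact permutation test of one gene (two-sided) cannot give a p under 0.1, so single genes were tested only in the model across all genes. Normalized values below are CPM, which divide each count by the TMM-scaled total of its sample.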

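Between GSK and Veh, 260 genes were called upregulated and 479 downregulated. At an adjusted p under 0.05 without the fold change, the test found 3760 genes, and most of these differences were smaller than 1.5-fold. Of the 739 called genes, 732 had all 3 GSK samples on one side of all 3 Veh samples. This was so for 46.7% of all genes tested, where chance gives 10%. With the replicate number as a replicate block in the model, 253 genes were called upregulated and 447 downregulated. The correlation across genes of the deviations of same-numbered samples from their group means was -0.052 for replicate 1, -0.081 for replicate 2 and 0.16 for replicate 3, with a mean of 0.01. As a ratio, the upregulated count moved most with the adjusted p alone, which gave 1941 upregulated and 1819 downregulated genes. The downregulated count moved most with a test of the fold change against 1.5, which left 69 upregulated and 65 downregulated genes. In a principal component analysis of the 500 most variable genes (log2 CPM), the first component held 56.0% of the variance and separated all GSK samples from all Veh samples, and the second held 20.4%. GSK replicate 3 lay apart on the second component, at -17.5, with the other samples from -2.90 to 8.64. From its own comparison of these samples, the paper states that GSK altered the transcriptome.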

RNA-seq analysis of these samples showed that GSK treatment significantly altered the transcriptome, with 241 genes upregulated and 426 genes downregulated (Fig. 1a, b). 

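The deposited table assigns GO terms to genes. Among the 11146 tested genes with a term, 255 were upregulated, and 18 of the 5493 terms of 5 to 500 genes were enriched among them (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05). Cytokine activity held 13 upregulated genes of 58, 9.80 times the share expected (adjusted p = 1.2e-06 by Fisher's exact test). These were Ccl3, Ccl4, Cd40lg, Csf1, Cxcl10, Ifng, Il10, Il24, Lta, Osm, Tnf, Tnfsf11 and Tnfsf4. Fisher's exact test treats genes as independent. Ccl3 and Ccl4, Tnf and Lta, and Il10 and Il24 are neighbours on their chromosomes, so p-values of terms that hold such pairs cannot be taken at their size. Inflammatory response held 20 of 189 genes (adjusted p = 2.1e-05) and immune response 15 of 120 (adjusted p = 1.2e-04). Positive regulation of chemokine production held 7 of 30 genes (adjusted p = 0.0027) and tumor necrosis factor receptor binding 6 of 27 (adjusted p = 0.011). Positive regulation of killing of cells of other organism has 4 tested genes, under the minimum of 5. Of these, Ifng, Nos2 and Prf1 were upregulated. Positive regulation of interleukin-1 beta production did not pass (adjusted p = 0.11). With the replicate block, 31 terms passed.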

Gene Ontology (GO) enrichment analysis revealed that the upregulated genes were highly enriched in biological processes related to cell killing and cytokine production (Fig. 1c). GSK-treated CD8^+^ T cells generally exhibited higher transcript levels of effector molecules and chemokines, but reduced expression of inhibitory receptors (Fig. 1d). 

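Fig. 1d lists 44 genes, of which 42 had enough counts to be tested. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 29 differed between GSK and Veh, and 32 did when adjusted over this list alone. Of the 9 effector molecules, 7 were higher at this threshold and 6 were also past the fold change of 1.5. Prf1, which encodes perforin, had a log2 fold change of 1.09 (standard error 0.066, adjusted p = 3.9e-07), and Gzmb, which encodes granzyme B, one of 0.62 (standard error 0.12, adjusted p = 0.019). With one sample left out, the adjusted p of Gzmb reached up to 0.067. Il10 rose the most of this list (log2 fold change 2.16, standard error 0.21), and Tnfsf10 did not differ (adjusted p = 0.96). Of the 6 genes listed as chemokines, 4 were called up and Ccl5 was called down (log2 fold change -0.70, standard error 0.11, adjusted p = 9.7e-04). The annotated regions of Ccl3 and Ccl4 overlap on chromosome 11, and that of Ccl5 overlaps the predicted gene Gm32650, so reads there are uncertain. Xcl1 did not pass (log2 fold change 0.85, adjusted p = 0.082), while DESeq2 gave it an adjusted p of 0.0080. Of the 9 inhibitory receptors, 5 were lower at the adjusted p alone and 2, Ctla4 and Pdcd1, were also past the fold change. Lag3 did not pass (log2 fold change -0.47, adjusted p = 0.10), while DESeq2 gave an adjusted p of 0.0025. Tigit, whose region overlaps Zbtb20, was higher (log2 fold change 0.25, adjusted p = 0.035), a difference that did not pass with DESeq2 (0.078) or with the replicate block (0.063) and reached up to 0.12 with one sample left out. Havcr2 did not pass (log2 fold change 0.58, adjusted p = 0.091), but was higher with DESeq2 (adjusted p = 0.048) and with the replicate block (0.0017). Of the 20 transcription factors, 4 were higher and 7 lower at the adjusted p alone, and 3 of the latter, Tbx21, Tcf7 and Bach2, were past the fold change. With DESeq2, and with the replicate block, 6 were lower at the adjusted p alone. The regions of Tcf7 and Bach2 overlap Skp1 and Bach2os.

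**Figure D1:**
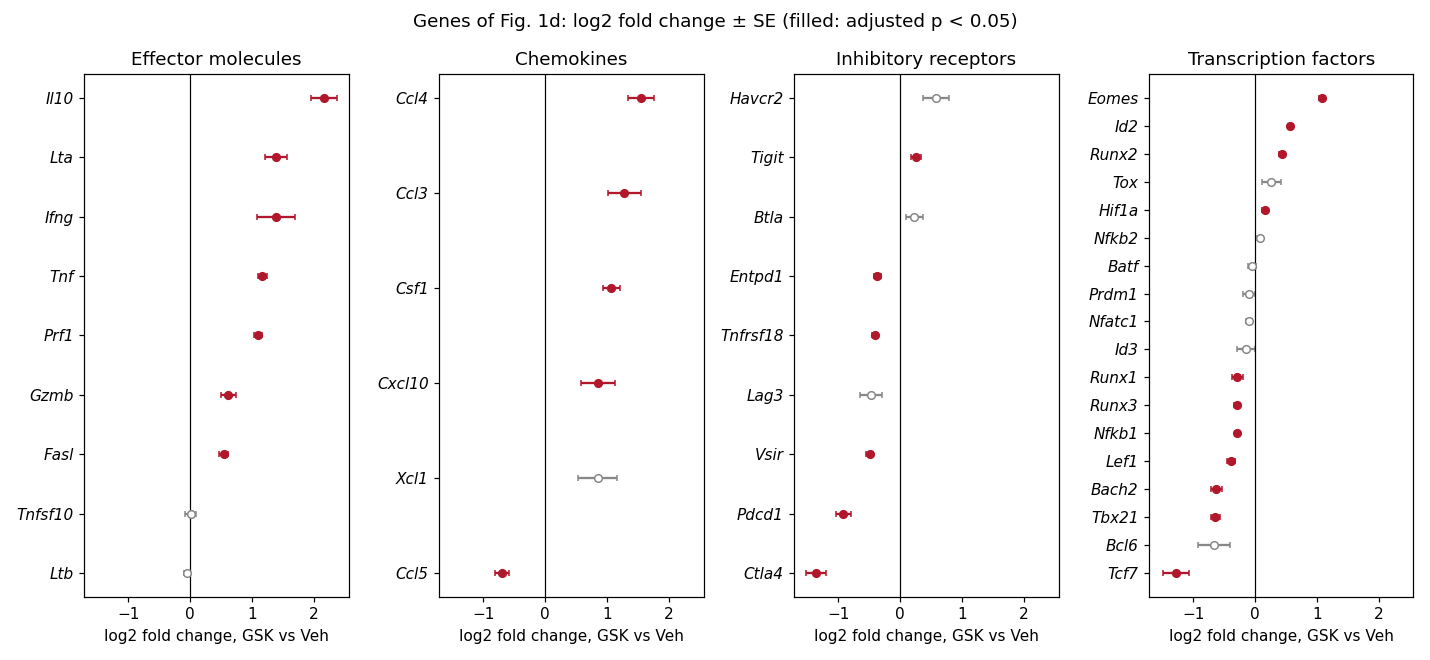
Log2 fold change between GSK and Veh (x axis) of the 42 tested genes of Fig. 1d, in 4 panels by gene group. Bars are standard errors from edgeR, filled points have an adjusted p under 0.05, and 29 points are filled.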

Flow cytometry analysis confirmed that GSK treatment increased cytokine production of IL-2, TNFα, and IFNγ, while decreased cell surface expression of PD-1 and CD39, although GzmB and TIM-3 protein levels remained unchanged (Fig. 1e–g). Additionally, GSK elevated the expression of memory/progenitor-related genes, including SLAMF6 and CD62L (Fig. 1h, i). In support of the on-target effect of GSK on gene expression, we observed similar alterations in PD-1 and SLAMF6 expression in both *Lsd1* conditional knockout (*Cd4*^*Cre*^*Lsd1*^*f/f*^, cKO) and inducible knockout (*Rosa26*^*Cre-ERT2*^*Lsd1*^*f/f*^, iKO) CD8^+^ T cells as with GSK treatment (Supplementary Fig. 1d–i). Of note, GSK had minimal effects on PD-1 and SLAMF6 expression in the LSD1-deficient CD8^+^ T cells (Supplementary Fig. 1d–i). In addition, another LSD1 inhibitor, ORY1001, showed similar effects on gene expression as GSK (Supplementary Fig. 1j, k). These findings suggest that targeting LSD1 via chemical inhibitors could impact CD8^+^ T-cell function by modulating gene transcription.

**Fig. 1:**
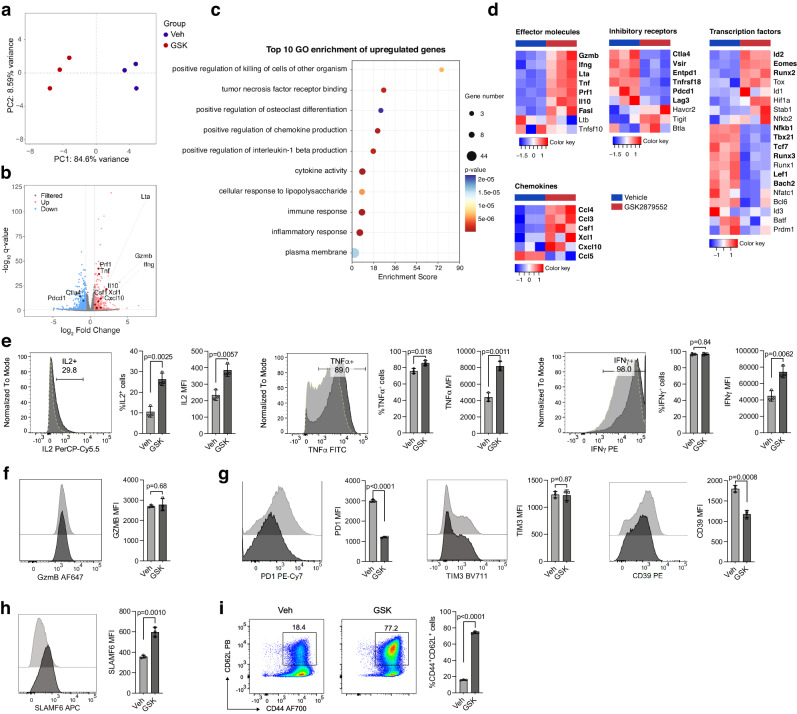
LSD1 inhibition by GSK elevates cytokine production and decreases inhibitory receptor expression in in vitro activated CD8^+^ T cells. **a** Principal component analysis (PCA) of RNA-seq data of mouse CD8^+^ T cells activated and expanded in vitro for 5 days with the treatment of GSK2879552 (GSK) or vehicle control (Veh) (*n* = 3 mice per group). **b** Volcano plot showing differential gene expression in RNA-seq analysis of GSK- versus Veh-treated CD8^+^ T cells (n = 3, [Fold change] > 1.5 and *q*-value < 0.05 as the cutoff]). **c** Dot map showing the top 10 terms in the GO analysis of the upregulated genes in the comparison of GSK- versus Veh-treated CD8^+^ T cells. *P*-values were calculated by one-sided Fisher’s exact test and adjusted by the Benjamini-Hochberg method. **d** Heatmaps showing differential gene expression of effector molecules, chemokines, inhibitory receptors, and transcription factors (*q* < 0.05, marked in bold). Flow cytometry of cytokines (**e**), GzmB (**f**), inhibitory receptors (**g**), and SLAMF6 (**h**) expressed in GSK- or Veh-treated CD8^+^ T cells (*n* = 3). MFI, mean fluorescence intensity. **i** Flow cytometry analysis of frequencies of CD44^+^CD62L^+^ cells in GSK- or Veh-treated CD8^+^ T cells (*n* = 3). Data in (**e**–**i**) are presented as mean ± standard deviation (SD) and are representative of three independent experiments. Statistical significance was determined by two-sided unpaired *t-*tes*t* (**e**–**i**). Source data are provided as a Source Data file.

Recent reports have highlighted several epigenetic modulators in adoptive T-cell therapy^15,16,20–22^. While GSK and ORY1001 showed no dose-limiting toxicities for CD8^+^ T cells in the examined range of 50–1000 nM, decitabine (a DNMT inhibitor) and chaetocin (a SUV39H1 inhibitor) caused severe cell death at concentrations exceeding 50 nM or 20 nM, respectively. At lower doses, decitabine had a dose-dependent effect of upregulating PD-1 but downregulating SLAMF6 and CD62L, contrasting the observations with chaetocin and LSD1 inhibitors (Supplementary Fig. 2a–d). GSK126, an EZH2 inhibitor, at 1 μM concentration appeared to enhance the effector phenotype of T cells, marked by increased expression of PD-1, CD44, and GzmB (Supplementary Fig. 2a–f). In contrast to other modulators, LSD1 inhibitors did not reduce Ki-67 expression in CD8^+^ T cells (Supplementary Fig. 2g), and modestly lowered apoptosis levels of activated CD8^+^ T cells (Supplementary Fig. 2h, i). This was linked to a higher proportion of T cells undergoing five or more rounds of cell division (Supplementary Fig. 3a), suggesting that LSD1 inhibitors outperform other epigenetic modulators by enhancing a memory/progenitor-associated phenotype and conferring a survival benefit to activated CD8^+^ T cells. However, GSK treatment did not noticeably affect the direct cytolytic activity of OT1 cells in vitro (Supplementary Fig. 3b–d).

### LSD1 inhibition reshapes the epigenome of CD8^+^ T cells

To investigate the regulatory mechanism of gene expression by LSD1 inhibition, we performed ChIP-seq assays with in vitro activated and expanded CD8^+^ T cells. LSD1 protein was expressed in unstimulated CD8^+^ T cells and notably increased upon TCR stimulation (Supplementary Fig. 4a). ChIP-seq analysis uncovered LSD1 binding peaks at many promoters (5,121/30,664) and defined enhancers (5,932/36,976) in Veh-treated CD8^+^ T cells (Fig. 2a, b). GSK treatment had little overall effect on LSD1 binding at promoters, but it deprived LSD1 from their binding sites at enhancers (Fig. 2a, b). Surprisingly, only a small subset of LSD1 binding sites, referred to as cluster 2 (C2, 517) of promoters and C2 (512) of enhancers, displayed the expected accumulation of H3K4me2 or H3K4me1 following GSK treatment (Fig. 2a, b), which are known as the direct substrates of LSD1 catalytic activity^26^. This indicates a potential scaffolding function of LSD1 independent of its histone demethylase activity, as has been reported elsewhere^27,28^. At promoters, GSK treatment appeared to have a more robust effect on differential H3K27ac (Supplementary Fig. 4b). At a number of enhancers without LSD1 binding (C6 and C9), GSK treatment also resulted in H3K4me1 accumulation, which was associated with gained LSD1 binding peaks (Fig. 2c). Lack of apparent H3K27ac peaks at H3K4me1-enriched enhancers (C2, C6, and C9) indicated that most of them were probably not active in GSK-treated CD8^+^ T cells (Fig. 2b, c)^29^.

**Fig. 2:**
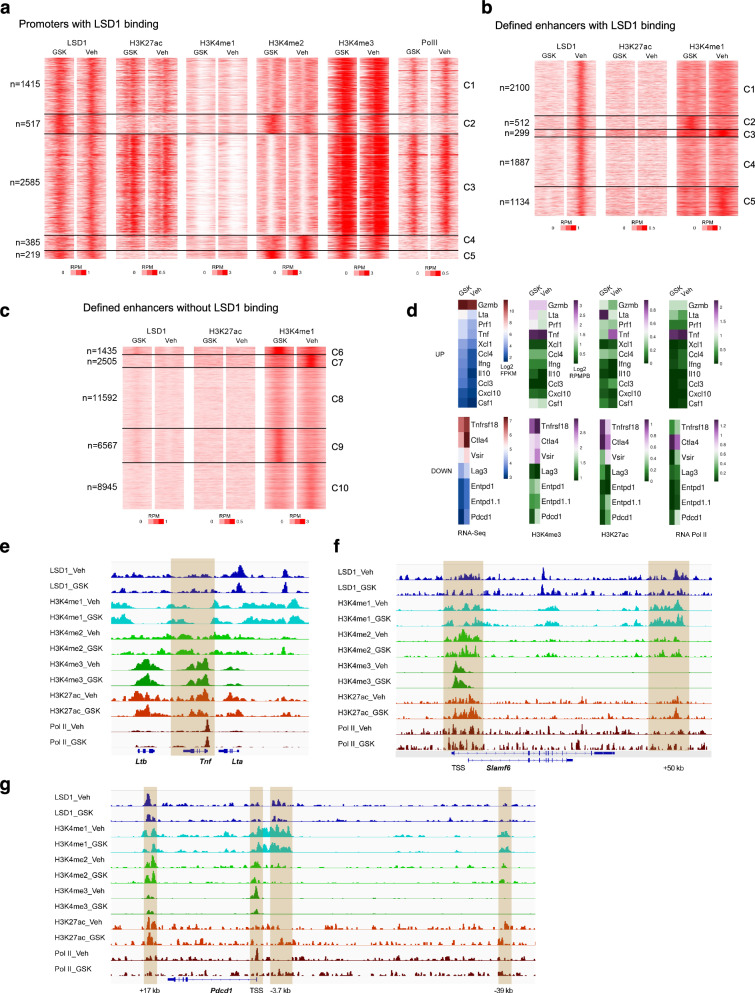
GSK treatment reshapes chromatin landscapes of CD8^+^ T cells. **a** Heatmaps of ChIP-seq signals at LSD1-bound promoters (TSS ± 1 kb) in GSK- or Veh-treated CD8^+^ T cells, generated by K-means clustering on H3K4me2 signals. Heatmaps of ChIP-seq signals at defined enhancers (Peak ± 1 kb) with (**b**) or without (**c**) LSD1 binding, generated by K-means clustering on H3K4me1 signals. **d** Heatmaps of ChIP-seq signals at promoters (TSS ± 1 kb) of upregulated effector and cytokine genes and downregulated inhibitory receptor genes. IGV snapshots showing ChIP-seq tracks at genomic loci of *Tnf* (**e**), *Slamf6* (**f**), and *Pdcd1* (**g**). Differential peaks were determined by *p* < 0.05, with changes over 20% up/down. The presented data are from one of two repeated experiments (**a**–**g**).

By intersecting ChIP-seq and RNA-seq data, we found that a majority of upregulated effector and cytokine genes in GSK-treated CD8^+^ T cells showed no increases in Pol II occupancies at their promoters (Fig. 2d, the upper panel). In contrast, promoters of downregulated inhibitory receptor (IR) genes mostly showed reduction in Pol II occupancies, correlating with the decreased H3K4me3 (Fig. 2d, the lower panel). 

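In the RNA data behind the upper panel, the 11 genes differed widely in level. Gzmb had the highest counts, with 3916 ± 286 CPM (SD, n = 3) in Veh and 6004 ± 787 CPM (SD, n = 3) in GSK. Lta had 63.8 ± 11.0 CPM in Veh and 167 ± 26.2 CPM in GSK, and Prf1 42.3 ± 2.33 and 90.4 ± 6.85 CPM. Ifng, whose adjusted p from edgeR's quasi-likelihood test reached up to 0.051 with one sample left out, rose from 4.74 ± 2.07 to 12.4 ± 1.92 CPM and Il10 from 2.94 ± 0.616 to 13.2 ± 3.09 CPM. Ccl4 was at 2.61 ± 0.758 CPM in Veh and 7.66 ± 1.07 CPM in GSK, and Ccl3 at 2.50 ± 1.04 and 6.11 ± 0.759 CPM. Csf1 rose from 6.35 ± 0.980 to 13.4 ± 1.56 CPM, in a region that overlaps the predicted gene Gm40121. For Cxcl10, whose region overlaps Art3, the samples of the groups overlapped, with 2.45 ± 0.875 CPM in Veh and 4.43 ± 1.12 CPM in GSK. Its adjusted p of 0.033 from edgeR's quasi-likelihood test rose to as much as 0.14 when one sample was left out. Xcl1 was at 4.83 ± 1.78 CPM in Veh and 8.74 ± 2.53 CPM in GSK, the gene of this panel that did not pass.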

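The RNA of the inhibitory receptor genes in this panel fell by different amounts. Ctla4 went from 328 ± 49.3 CPM (SD, n = 3) in Veh to 128 ± 18.4 CPM (SD, n = 3) in GSK, a log2 fold change of -1.36 (standard error 0.16, adjusted p = 0.0034 from edgeR's quasi-likelihood test). Pdcd1, which encodes PD-1 and lies on chromosome 1 of GRCm38 from 94038305 to 94052553, went from 23.7 ± 4.49 to 12.6 ± 0.593 CPM (log2 fold change -0.92, standard error 0.12, adjusted p = 2.5e-04). Vsir, Tnfrsf18 and Entpd1 fell by less than 1.5-fold, with log2 fold changes of -0.49, -0.41 and -0.37 and adjusted p-values of 5.6e-05, 1.1e-04 and 7.3e-04. All 3 regions overlap other annotated genes. Lag3 was at 44.9 ± 10.1 CPM in Veh and 32.4 ± 3.72 CPM in GSK, and the samples of the groups overlapped.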

Inspection of individual gene tracks showed that active histone marks at the *Tnf* locus were not elevated in GSK-treated CD8^+^ T cells, despite an increase in RNA expression (Fig. 2e). 

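Tnf (Entrez gene 21926) lies on chromosome 17 of GRCm38 from 35199367 to 35202007. Its RNA was 29.6 ± 1.59 CPM (SD, n = 3) in Veh and 66.4 ± 6.18 CPM (SD, n = 3) in GSK, a log2 fold change of 1.17 (standard error 0.076, adjusted p = 6.4e-07 from edgeR's quasi-likelihood test). With each sample left out in turn, it stayed between 1.10 and 1.24. The neighbouring Lta, from 35203165 to 35205578, where a microRNA gene overlaps it, also rose (log2 fold change 1.39, standard error 0.18, adjusted p = 0.0043). Ltb, on the other side of Tnf from 35194507 to 35196305, where another microRNA gene overlaps it, did not differ (log2 fold change -0.054, standard error 0.054, adjusted p = 0.47).

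**Figure D2:**
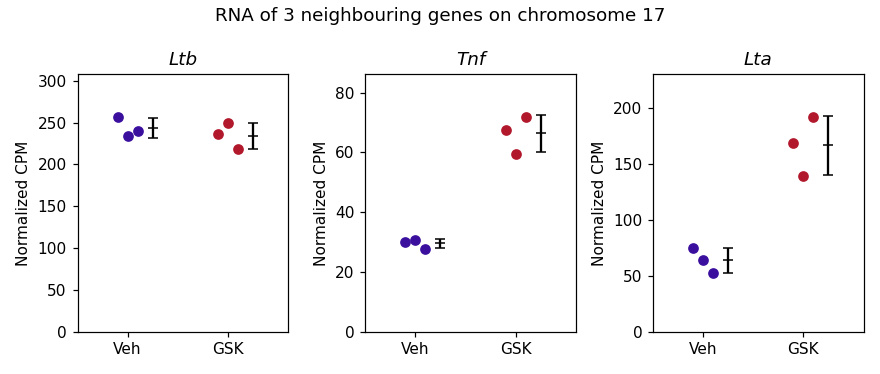
Normalized CPM (y axis, from 0) of Ltb, Tnf and Lta in the 3 Veh and 3 GSK samples. Points are samples and black marks the mean ± SD; Tnf and Lta samples of the groups do not overlap, and Ltb samples do.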

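Slamf6 (Entrez gene 30925) lies on chromosome 1 of GRCm38 from 171917458 to 171948958, where the predicted gene Gm37065 overlaps it. Its RNA was 74.2 ± 6.65 CPM (SD, n = 3) in Veh and 105 ± 18.4 CPM (SD, n = 3) in GSK, with every GSK sample above every Veh sample. The log2 fold change was 0.50 (standard error 0.14, adjusted p = 0.038 from edgeR's quasi-likelihood test), below the fold change of 1.5. The adjusted p was 9.1e-06 with DESeq2 and 0.034 with the replicate block. Without a filter on low counts it was 0.099, and with one sample left out it reached up to 0.10.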

The memory/progenitor-related gene *Slamf6* showed increased H3K4me3 and H3K27ac at its promoters upon GSK treatment, correlating with transcriptional activation (Fig. 2f). A putative enhancer was identified 50 kb downstream transcription start site (TSS) of *Slamf6*, which was marked by H3K4me1, H3K4me2 and H3K27ac and bound by LSD1 (Fig. 2f). GSK treatment led to an enrichment in both H3K4me1 and H3K4me2, the substrates of LSD1 catalytic activity, as well as H3K27ac at this enhancer (Fig. 2f), which may account for the upregulated *Slamf6* expression. EOMES, which is reported to be involved in the self-renewal of central memory T cells^30^, also accumulated H3K4me1 and/or H3K4me2 at putative cis-regulatory elements upon LSD1 inhibition (Supplementary Fig. 4c). GSK treatment decreased Pol II occupancies at the promoter of *Pdcd1* (encoding PD-1), accompanied by a significant reduction in the active histone mark H3K4me3, while other histone marks showed minimal changes at either the promoter or previously reported enhancers (Fig. 2g)^31^. A similar pattern was observed for *Entpd1* that encodes CD39 (Supplementary Fig. 4d). These results indicate that LSD1 inhibition impacts functionally different sets of genes with distinct epigenetic mechanisms.

### LSD1 responds to TCR activation and IL-2 signaling to promote PD-1 expression

We further investigated the regulation of IR expression by LSD1. PD-1 was increasingly expressed by raising the strength of TCR stimulation (Fig. 3a). Without TCR activation, CD8^+^ T cells expressed a low basal level of PD-1, which was not much affected by GSK treatment (Fig. 3b). When GSK treatment was only applied during the IL-2 expansion phase post-TCR stimulation (from day 4 to 8), it also lost the suppressive effect on IR expression including PD-1, TIM-3, and CD39, although it still can upregulate SLAMF6 expression (Fig. 3c). To further support this, we showed that depleting LSD1 post-TCR activation in the *Rosa26*^*Cre-ERT2*^*Lsd1*^*f/f*^ CD8^+^ T cells, using 4-hydroxytamoxifen (4-OHT) during the IL-2 expansion phase (4OHT-E), failed to effectively inhibit PD-1 and TIM-3 expression (Fig. 3d, e). Yet, it retained the capacity to increase cytokine production and CD62L expression (Supplementary Fig. 5a, b). These results underscore the importance of simultaneous inhibition of LSD1 during TCR stimulation, implicating that GSK treatment suppresses IR expression possibly through interfering with the TCR signaling pathway. However, comparable calcium influx and CD44 expression were detected in GSK- and Veh-treated CD8^+^ T cells (Fig. 3f, g), which indicates that GSK treatment unlikely affects the TCR signaling transduction. Instead, it might directly impede the transcription factor (TF)-mediated IR transcription in response to TCR activation, warranting further investigation.

**Fig. 3:**
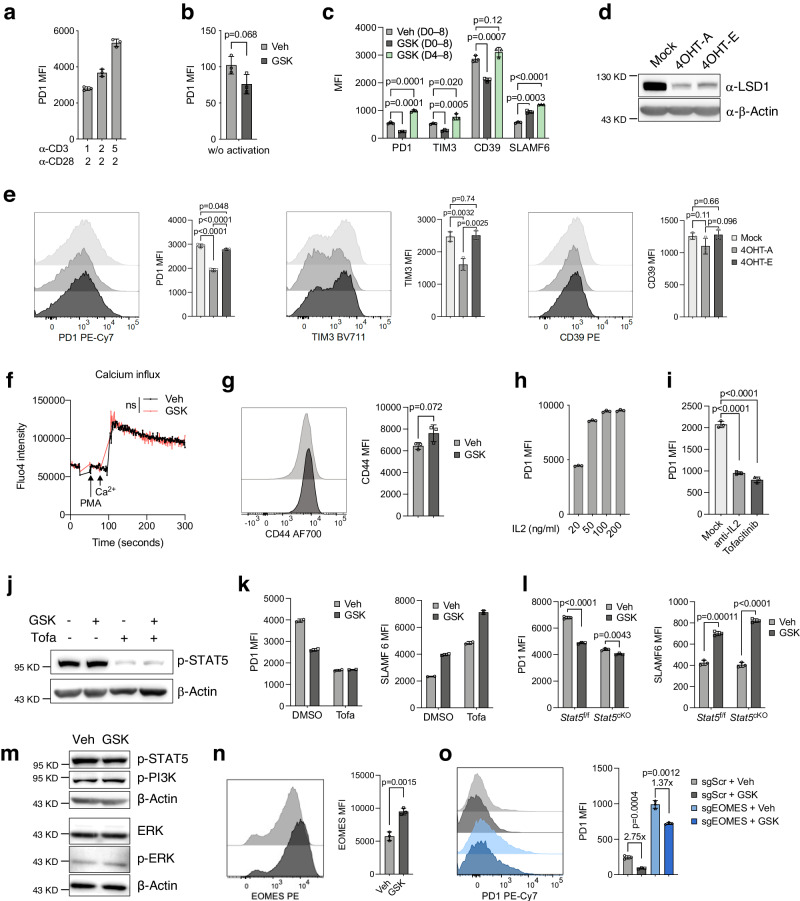
LSD1 responds to both TCR and IL-2 signaling to induce IR expression. **a** Flow cytometry analysis of PD-1 expression in CD8^+^ T cells activated with different concentrations (μg/ml) of anti-CD3/anti-CD28 for 2 days and expanded with IL-2 for 3 days (*n* = 3). **b** Flow cytometry analysis of PD-1 expression in unstimulated CD8^+^ T cells cultured with IL-2 and IL7 for 5 days in the presence or absence of GSK (*n* = 3). **c** Flow cytometry analysis of inhibitory receptors (IRs) and SLAMF6 in CD8^+^ T cells after 2-day activation with anti-CD3/anti-CD28 and 6-day expansion with IL-2, during which GSK was added as indicated (*n* = 3). Immunoblot of LSD1 (**d**) and flow cytometry analysis of IR expression (**e**, *n* = 3) in *Rosa26*^*Cre-ERT2*^*Lsd1*^*f/f*^ CD8^+^ T cells on day 5, treated with 4-OHT during the 2-day TCR activation period (4OHT-A) or the 3-day IL-2 expansion period (4OHT-E). **f** Flow cytometry analysis of Ca^2+^ influx in GSK- or Veh-treated CD8^+^ T cells in response to PMA stimulation (*n* = 3). ns, not statistically significant. **g** Flow cytometry of CD44 in GSK- or Veh-treated CD8^+^ T cells on day 5 (*n* = 3). **h** Flow cytometry of PD-1 in CD8^+^ T cells after 2-day activation and 3-day expansion with different concentrations of IL-2 (*n* = 3). **i** Flow cytometry of PD-1 in CD8^+^ T cells treated with anti-IL-2, tofacitinib, or vehicle control (Mock) (*n* = 3). **j** Immunoblot of p-STAT5 in CD8^+^ T cells treated with GSK and/or tofacitinib (Tofa). **k**, **l** Flow cytometry of PD-1 and SLAMF6 in wild-type (**k**, *n* = 2), *Stat5*^*f/f*^, and *Cd4*^*Cre*^*Stat5*^*f/f*^ (*Stat5*^*cKO*^) (**l**, *n* = 3) CD8^+^ T cells with the indicated treatments for 5 days. **m** Immunoblots of IL-2 signaling proteins in CD8^+^ T cells treated with GSK or Veh for 5 days. **n** Flow cytometry of EOMES in GSK or Veh-treated CD8^+^ T cells (*n* = 3). **o** Flow cytometry of PD-1 in Rosa26-Cas9 CD8^+^ T cells transduced with sgScramble or sgEOMES and treated with GSK or Veh for 5 days (*n* = 3). Data in this figure are presented as mean ± SD and are representative of three (**a**–**g**, **n**, **o**) or two (**h**–**m**) independent experiments. Statistical significance in this figure was determined by two-sided unpaired *t*-test. Source data are provided as a Source Data file.

IL-2, supplemented to support in vitro T-cell expansion, also upregulated PD-1 expression in a dose-dependent manner (Fig. 3h), as reported elsewhere^32^. Blocking the IL-2 signaling pathway with IL-2-neutralizing antibodies or a JAK inhibitor (tofacitinib) significantly decreased PD-1 expression (Fig. 3i, j). Under these conditions, GSK treatment no longer had a suppressive effect on PD-1 expression, despite retaining the inducible effect on SLAMF6 expression (Fig. 3k). Similarly, in the *Cd4*^*Cre*^*Stat5*^*f/f*^ (*Stat5*^cKO^) CD8^+^ T cells, the suppressive effect of GSK treatment on PD-1 expression was by and large diminished (Fig. 3l). These results suggest that LSD1 inhibition suppresses PD-1 expression in a way depending on the activity of the IL-2/STAT5 pathway. Since LSD1 is a nuclear histone modifier, it may not be surprising that the main signaling pathways downstream of the IL-2 receptor were not affected by GSK treatment (Fig. 3m). We speculated that LSD1 may regulate the expression of IL-2 target genes, which in turn affected PD-1 expression, considering that LSD1-mediated histone demethylation was not observed at cis-regulatory elements of the *Pdcd1* locus (Fig. 2g). *Eomes*, a target gene of IL-2 signaling^33^, was found to be directly targeted by LSD1 and upregulated by GSK treatment (Fig. 1d, Supplementary Fig. 4c), as confirmed by flow cytometry (Fig. 3n). 

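Eomes (Entrez gene 13813) lies on chromosome 9 of GRCm38 from 118478186 to 118486132, where the predicted gene Gm33408 overlaps it. Its RNA was 204 ± 9.51 CPM (SD, n = 3) in Veh and 433 ± 17.8 CPM (SD, n = 3) in GSK. The log2 fold change was 1.08 (standard error 0.047, adjusted p = 1.5e-08 from edgeR's quasi-likelihood test). It stayed between 1.05 and 1.11 with each sample left out in turn. Of the transcription factors in Fig. 1d, Eomes was the one called up past both thresholds.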

Depletion of EOMES by CRISPR-mediated knockout significantly increased PD-1 expression, whereby the suppressive effect of GSK treatment was largely compromised (Fig. 3o, Supplementary Fig. 5c). Thus, LSD1 inhibition by GSK likely facilitates EOMES expression induced by IL-2 stimulation to counteract IL-2-induced PD-1 expression. In line with the role of EOMES in the self-renewal of central memory T cells^30^, EOMES depletion reduced the percentage of CD44^+^CD62L^+^ population elevated by GSK treatment (Supplementary Fig. 5d). Our results therefore implicate a mode that LSD1 inhibition suppresses PD-1 expression possibly through elevating negative regulators like EOMES.

### LSD1 inhibition attenuates the induction of T-cell exhaustion by persistent TCR activation in vitro

The observed suppressive effect of LSD1 inhibition on IR expression prompted us to examine its impact on T-cell exhaustion. To induce exhaustion, in vitro activated CD8^+^ T cells (Teff) were repeatedly stimulated with plate-bound anti-CD3 with the addition of IL-2 every other day across four rounds (Fig. 4a). The resulting cells exhibited markedly higher levels of PD-1, TIM-3, and CD39 compared with Teff cells expanded with only IL-2 (Fig. 4b–d), with most being triple-positive for these markers (Fig. 4e), indicating a state of terminal exhaustion. GSK treatment throughout exhaustion induction significantly attenuated the upregulation of PD-1 and CD39 and subsequently decreased the frequencies of triple-positive cells (Fig. 4b–e). Corresponding to high-level expression of IRs, exhausted CD8^+^ T cells (Tex) showed impaired TNFα production, a deficit substantially mitigated by GSK treatment (Fig. 4f). GSK treatment also elevated IFNγ production in Tex cells (Fig. 4f). We further assessed the cytolytic activity and found that, compared with Teff cells (Supplementary Fig. 3b), exhausted OT1 (OT1ex) cells after multiple rounds of stimulation were impaired in killing target B16-OVA cells (Fig. 4g). In consistence with the less exhausted phenotype, GSK-treated OT1ex cells displayed an improved antigen-specific killing effect (Fig. 4g), in contrast to the earlier demonstration that GSK-treated Teff cells showed no cytolytic advantage over control Teff cells (Supplementary Fig. 3d). We also observed that the CD62L^+^ population, reported to represent the progenitor of Tex cells^34^, disappeared following repeated TCR stimulation, which was partially reversed by GSK treatment (Fig. 4h). The suppressive effect of LSD1 inhibitors on T-cell exhaustion phenotype was recapitulated by genetic ablation of *Lsd1* (Supplementary Fig. 6a–e).

**Fig. 4:**
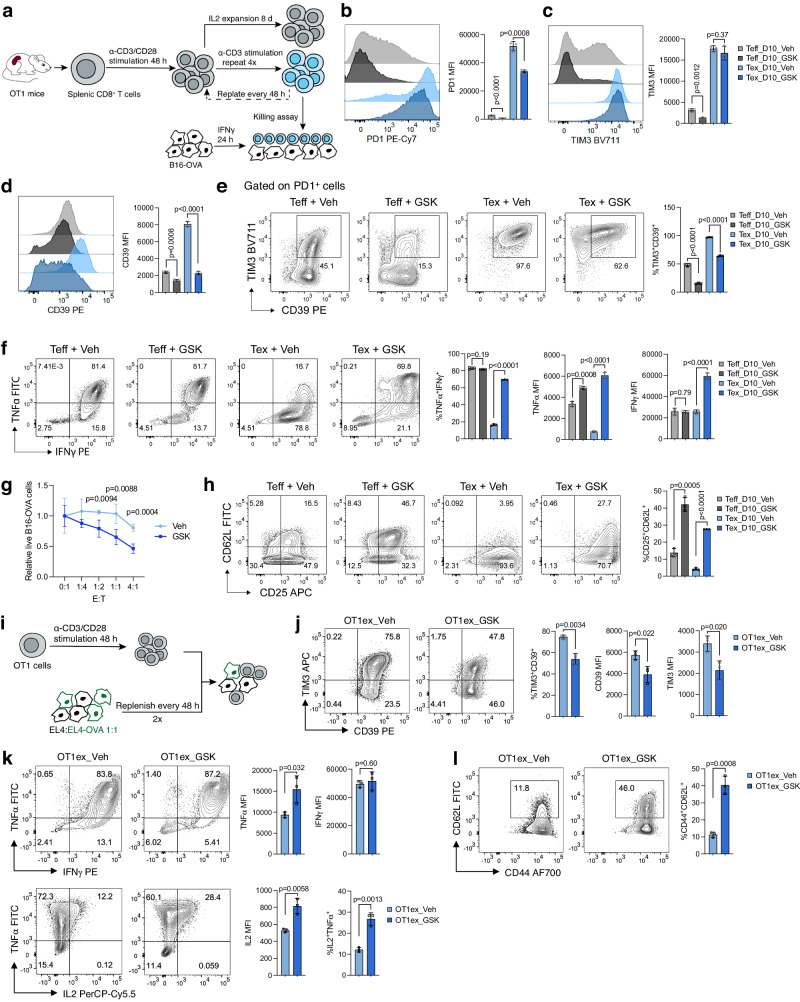
LSD1 inhibition impedes the in vitro induction of T-cell exhaustion. **a** Experimental design for in vitro induction of exhaustion by repeated anti-CD3 stimulation and functional assessment of exhausted CD8^+^ T cells. Flow cytometry of PD-1 (**b**), TIM-3 (**c**), and CD39 (**d**) in CD8^+^ T cells after repeated stimulation (Tex) or continuous IL-2 expansion (Teff) for 10 days with or without GSK treatment (*n* = 3). **e** Percentages of TIM-3^+^CD39^+^ cells among PD-1^+^ Teff and Tex cells (*n* = 3). **f** Flow cytometry analysis of cytokine production in GSK- or Veh-treated Teff and Tex cells (*n* = 3). **g** Cytotoxicity of GSK- or Veh-treated OT1 cells after repeated stimulation, assessed by antigen-dependent killing assay (*n* = 4). *E*:*T*, effector to target ratio. **h** Percentages of CD25^+^CD62L^+^ cells among GSK- or Veh-treated Teff and Tex cells (*n* = 3). **i** Experimental design for in vitro induction of exhaustion in OT1 cells by co-culture. Flow cytometry analysis of IR (**j**) and cytokine (**k**) expression in exhausted OT1 (OT1ex) cells with or without GSK treatment (*n* = 3). **l** Percentages of CD44^+^CD62L^+^ cells among GSK- or Veh-treated OT1ex cells (*n* = 3). Data in this figure are presented as mean ± SD and are representative of three (**b**–**f**, **h**) or two (**g**, **j**–**l**) independent experiments. Statistical significance in this figure was determined by two-sided unpaired *t*-test. Source data are provided as a Source Data file.

To further corroborate the above findings, we utilized a co-culture system, where activated OT1 cells were repeatedly stimulated with fresh tumor cells expressing the OVA antigen (Fig. 4i). After four-day co-culture, most PD-1^+^ OT1 cells co-expressed TIM-3 and CD39 (Fig. 4j), indicating exhaustion. As expected, GSK treatment reduced the expression of TIM-3 and CD39 by OT1ex cells, leading to a lower frequency of TIM-3^+^CD39^+^ population (Fig. 4j). In addition, GSK treatment increased the production of TNFα and IL-2 by OT1ex cells, despite the unaltered IFNγ production (Fig. 4k). The frequency of CD62L^+^ population within OT1ex cells was also markedly elevated by GSK treatment (Fig. 4l). Thus, in both models of in vitro exhaustion, LSD1 inhibition by GSK treatment consistently alleviated T-cell exhaustion.

### A timely and transient inhibition of LSD1 during T-cell activation suffices to augment the antitumor potency of adoptively transferred T cells

We next sought to integrate GSK treatment into adoptive transfer modalities. OVA-expressing B16 melanoma tumors were established by subcutaneous injection into wild-type mice for 8 to10 days, followed by the transfer of OT1 cells that were activated and expanded in vitro with or without GSK treatment for 5 days (referred to as GSK priming). No additional GSK treatment was performed post transfer. Transfer of 1 million control OT1 cells showed negligible effects on B16-OVA tumor growth, but the administration of an equivalent number of GSK-primed OT1 cells significantly inhibited tumor growth and prolonged animal survival (Fig. 5a, b). The enhanced antitumor effect, as also observed with ORY1001-primed OT1 cells, was consistently seen in the Yumm1.7-OVA tumor model (Fig. 5c, d). Of note, the potency of GSK priming in amplifying the antitumor efficacy of OT1 cells was on par with that of chaetocin priming but stronger than that of decitabine and GSK126 priming (Supplementary Fig. 7a, b), which was correlated with their individual effects on T-cell activation (Supplementary Fig. 2a–h). Over two weeks after the transfer, mice receiving either GSK-primed or control OT1 cells did not show apparent body weight loss (Supplementary Fig. 7c). No increase in systemic levels of IL-6 or IL-1β, two cytokines linked to cytokine release syndrome and neurotoxicity^35,36^, was detected in any group of recipient mice (Supplementary Fig. 7d, e). Further, no evident lesions or immune cell infiltration were noted in the histological sections of the brain, heart, or liver (Supplementary Fig. 7f). These data suggest that GSK priming enhances the antitumor efficacy of adoptively transferred T cells without leading to toxicities.

**Fig. 5:**
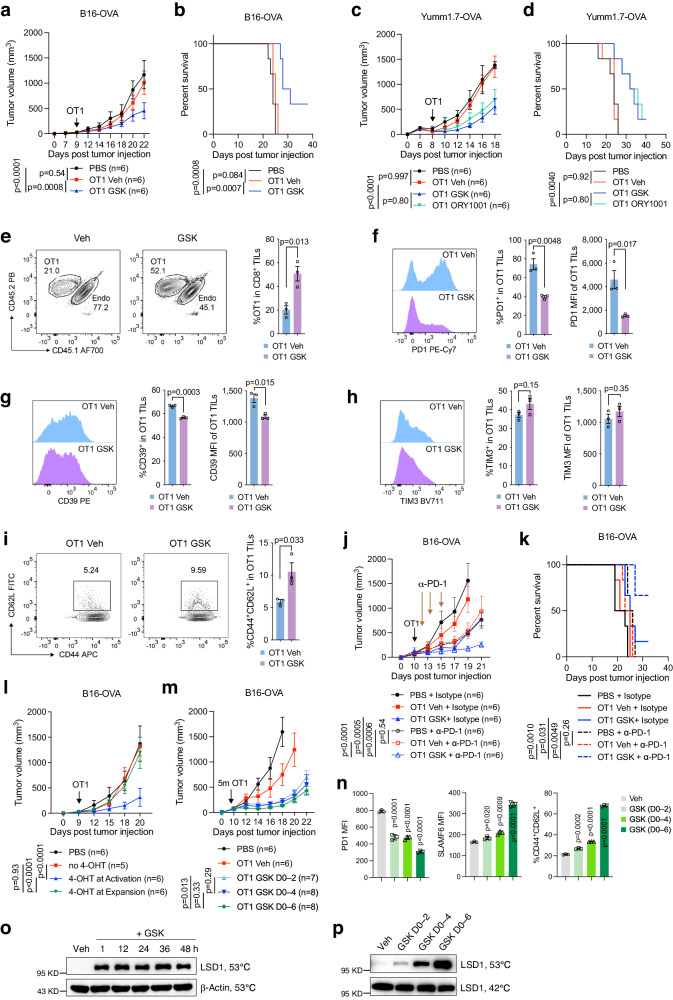
LSD1 inhibitor-primed OT1 cells show reduced exhaustion and enhanced antitumor efficacy. Tumor growth and survival curves of mice subcutaneously inoculated with B16-OVA (**a**, **b**) or Yumm1.7-OVA (**c**, **d**) tumor cells and transferred with 1 million GSK-, ORY1001- or Veh-primed OT1 cells, or PBS as indicated (*n* = 6 mice per group). **e** Abundance of transferred CD45.2 OT1 cells in B16-OVA tumors, detected by flow cytometry on day 5 post transfer (*n* = 3 mice per group). Flow cytometry analysis of PD-1 (**f**), CD39 (**g**), and TIM-3 (**h**) expression in B16-OVA tumor-infiltrating OT1 cells (TILs) on day 5 post transfer (*n* = 3 mice per group). **i** Percentages of CD44^+^CD62L^+^ cells in OT1 TILs (*n* = 3 mice per group). Tumor growth (**j**) and survival curves (**k**) of B16-OVA tumor-bearing mice transferred with 1 million GSK- or Veh-primed OT1 cells or PBS, and injected with anti-PD1 or isotype control as indicated (*n* = 6 mice per group). **l** Tumor growth curves of B16-OVA tumor-bearing mice transferred with PBS or *Rosa26*^*Cre-ERT2*^*Lsd1*^*f/f*^ OT1 cells with vehicle or 4-OHT treatment during the 2-day activation period (4-OHT at Activation) or the 3-day expansion period (4-OHT at Expansion) (*n* = 5–6 mice per group as indicated). **m** Tumor growth curves of B16-OVA tumor-bearing mice transferred with 5 million OT1 cells primed with GSK for different time durations (*n* = 6–8 mice per group as indicated). **n** Flow cytometry of PD-1, SLAMF6, and CD62L in OT1 cells treated with GSK for the indicated times during in vitro activation and expansion and analyzed on day 6 (*n* = 3). **o** CETSA assay detecting soluble LSD1 in activated CD8^+^ T cells collected after treatment with 0.5 μM GSK for the indicated hours and heated at 53 °C. **p** CETSA assay detecting soluble LSD1 in activated CD8^+^ T cells treated with 0.5 μM GSK for the indicated time durations and collected after 6 days of total culture. Data are representative of three (**a**, **b**) or two (**c**–**l**, **n**–**p**) independent experiments and are presented as mean ± SEM (**a**–**m**) or mean ± SD (**n**). Statistical significance was determined by two-sided unpaired *t*-test (**e**–**i**, **n**), two-way ANOVA (**a**, **c**, **j**, **l**, **m**), or log-rank test (**b**, **d**, **k**). Source data are provided as a Source Data file.

To determine whether the brief period of GSK treatment during OT1 cell in vitro activation had a lasting impact on T-cell exhaustion in the TME, we analyzed the tumor-infiltrating lymphocytes (TILs) on day 5 post transfer. We found that GSK-primed OT1 cells were presented in the TME at a considerably higher frequency compared with Veh control (Fig. 5e), indicating better persistence. Further, GSK-primed OT1 TILs displayed reduced levels of PD-1 and CD39, despite similar TIM-3 levels (Fig. 5f–h), and contained a higher frequency of the CD62L^+^ population (Fig. 5i). These phenotypic changes were in line with previous observations that GSK treatment attenuated the in vitro induction of T-cell exhaustion, suggesting that transient GSK priming can mitigate exhaustion in adoptively transferred T cells and enhance their antitumor potency.

Considering the lasting effect of LSD1 inhibition on PD-1 expression, we investigated whether this could primarily account for the enhanced antitumor potency of GSK-primed OT1 cells. To this end, we utilized PD-1-blocking antibodies to normalize the effect of differential PD-1 expression on the adoptively transferred OT1 cells. Under these conditions, GSK-primed OT1 cells continued to exhibit a stronger antitumor effect against B16-OVA tumors compared with Veh control (Fig. 5j, k). This suggests that GSK priming operates through mechanisms beyond merely reducing PD-1 levels. Further, GSK-primed OT1 cells cooperated with PD-1 blockade to inhibit B16-OVA tumor growth, a synergy not observed with control OT-1 cells (Fig. 5j, k).

Our in vitro observation points out that the period of TCR stimulation is crucial for the effective implementation of LSD1 inhibition in suppressing IR expression. To explore the biological relevance of this finding, we took advantage of the inducible knockout of LSD1 in the isolated *Rosa26*^*Cre-ERT2*^*Lsd1*^*f/f*^ OT1 cells. Depletion of LSD1 by 4-OHT treatment during the TCR activation phase (day 0–2) enabled the adoptively transferred OT1 cells to effectively control B16-OVA tumor growth (Fig. 5l). In stark contrast, OT1 cells undergoing LSD1 depletion during the IL-2 expansion phase post-TCR stimulation (4-OHT treatment during day 2–4) did not impact tumor growth, similar to cells retaining LSD1 function (no 4-OHT treatment) (Fig. 5l). Thus, our data underscore that LSD1 inhibition should occur simultaneously with TCR stimulation to accomplish therapeutic enhancement of adoptive T-cell therapy.

To assess the impact of GSK priming duration on the antitumor potency, we administered GSK to in vitro activated OT1 cells for 2, 4, and 6 days, respectively, before transferring them to tumor-bearing mice after 6 days of total culture. Remarkably, 2-day GSK priming during TCR stimulation greatly improved the antitumor efficacy of OT1 cells compared with vehicle-treated counterparts (Fig. 5m). Extending GSK priming to 6 days yielded incremental but less marked enhancements in efficacy (Fig. 5m). However, the magnitude of change in gene expression (e.g., PD-1, SLAMF6, and CD62L) induced by 6-day GSK priming was much higher than that by 2-day priming (Fig. 5n). This indicates that the antitumor efficacy of GSK priming does not directly correlate with the fold changes in gene expression. Using the CETSA assay, we confirmed that the initial addition of 0.5 μM GSK completely inhibited LSD1 during the 2-day TCR stimulation period; removing GSK subsequently during the IL-2 expansion phase released the inhibition (Fig. 5o, p). Therefore, 2-day GSK priming concurrent with TCR stimulation is the key parameter and, to a large extent, sufficient for LSD1 inhibition to potentiate the antitumor efficacy of OT1 cells.

### LSD1 inhibitor-primed CD8^+^ T cells demonstrate both enhanced antigen-dependent and -independent persistence after adoptive transfer

Limited persistence of adoptively transferred T cells in vivo, in part due to exhaustion, is a major hurdle to their therapeutic effectiveness in cancer treatment^37,38^. We next asked whether GSK-primed OT1 cells had better persistence in the TME, as these cells exhibited less exhaustion. By analyzing OT1 cells retrieved from B16-OVA tumors, we found that GSK-primed OT1 TILs displayed a similar proliferation rate to control cells (Fig. 6a), but became more resistant to apoptosis, indicated by lower Annexin V staining (Fig. 6b, c). This survival advantage likely contributed to their higher frequency in the TME, as previously observed (Fig. 5e). To assess whether this acquired resistance to apoptosis was a cell-intrinsic property or influenced by the TME, we co-transferred GSK-primed (CD45.2) and Veh-primed (CD45.1/CD45.2) OT1 cells into the same recipient mice (CD45.1) carrying B16-OVA tumors and then analyzed the TILs (Fig. 6d). On day 5 after co-transfer, GSK-primed OT1 cells were more abundant than control OT1 cells in the TME (Fig. 6e), which was associated with reduced levels of Annexin V staining (Fig. 6f), thus demonstrating their inherent resistance to apoptosis due to GSK priming. Meanwhile, PD-1 expression was significantly lower in GSK-primed OT1 TILs compared with control OT1 cells (Fig. 6g). Importantly, GSK-primed OT1 cells maintained their intratumoral abundance on day 8 after co-transfer, while in contrast control OT1 TILs experienced a ~40% reduction in frequency from day 5 (Fig. 6e). Thus, GSK priming appears to enhance intratumoral persistence of adoptively transferred T cells, possibly because of a survival advantage.

**Fig. 6:**
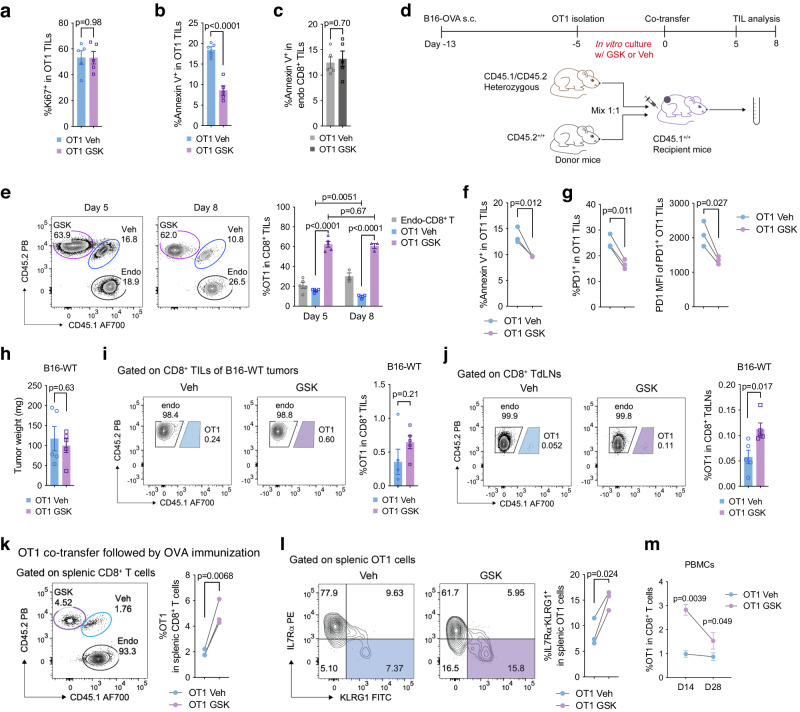
Transient priming with GSK improves the in vivo persistence of OT1 cells. Percentages of Ki-67^+^ (**a**) and Annexin V^+^ (**b**) cells in transferred OT1 TILs or endogenous CD8^+^ TILs (**c**) isolated from B16-OVA tumors and analyzed by flow cytometry on day 5 post transfer (*n* = 5 mice per group). **d** Experimental design for co-transfer of Veh- and GSK-primed OT1 cells to B16-OVA tumor-bearing mice and TIL analysis by flow cytometry. **e** Frequencies of Veh-primed CD45.1/CD45.2 and GSK-primed CD45.2 OT1 cells in B16-OVA tumors analyzed by flow cytometry on day 5 (*n* = 5 mice per group) and day 8 (*n* = 3 mice per group) after co-transfer. Flow cytometry analysis of percentages of Annexin V^+^ cells (**f**) and PD-1 expression (**g**) in OT1 TILs in the co-transfer assay (*n* = 3 mice per group). **h** Tumor weights of B16-WT tumor-bearing mice transferred with GSK- or Veh-primed OT1 cells (*n* = 5 mice per group). Frequencies of GSK- or Veh-primed OT1 cells in B16-WT tumors (**i**) and tumor-draining lymph nodes (TdLNs, **j**) analyzed by flow cytometry on day 5 post transfer (*n* = 5 mice per group). Frequencies (**k**) and phenotypes (**l**) of Veh-primed CD45.1/CD45.2 and GSK-primed CD45.2 OT1 cells in the spleens of mice immunized with OVA_257–264_/poly(I:C) on day 1 and analyzed by flow cytometry on day 5 after co-transfer (*n* = 3 mice per group). **m** Frequencies of GSK- or Veh-primed OT1 cells in peripheral blood of OVA_257–264_/poly(I:C)-immunized mice, analyzed by flow cytometry on day 14 and day 28 after co-transfer (*n* = 3 mice per group). Data in this figure are presented as mean ± SEM and represent three (**a**–**c**) or two (**e**–**g**, **k**–**m**) independent experiments. Statistical significance was determined by two-sided unpaired *t*-test (**a**–**c**, **h**–**j**) or paired *t*-test (**e**–**g,** **k**–**m**). Source data are provided as a Source Data file.

To determine whether antigen stimulation was required for this improved intratumoral persistence, we transferred GSK- and Veh-primed OT1 cells into B16 tumor-carrying mice respectively, and analyzed TILs on day 5. In the absence of cognate OVA antigen, OT1 cells were rarely detected in the TME regardless of GSK priming, along which similar tumor sizes were observed (Fig. 6h, i). This implies that tumor antigen stimulation drives intratumoral expansion of adoptively transferred T cells, on which GSK priming imposes a promoting effect. Despite in low abundance, GSK-primed OT1 TILs tended to have a higher frequency than control cells, albeit not statistically significant (Fig. 6i). Consistently, GSK priming raised the frequencies of transferred OT1 cells in the tumor-draining lymph nodes (TdLNs), albeit at low abundance (Fig. 6j), together suggesting that GSK priming could also promote antigen-independent persistence of transferred T cells. To support this notion, we co-transferred of GSK- and Veh-primed OT1 cells into naïve mice, followed by OVA_257–264_ immunization. Four days post-immunization, we observed significantly higher frequencies of GSK-primed OT1 cells than control cells in the spleens and increased frequencies of IL7Rα^-^KLRG1^+^ effector T cells derived from GSK-primed OT1 cells (Fig. 6k, l). Tracking up to 28 days post-immunization, we confirmed that GSK-primed OT1 cells consistently persisted in higher frequencies in the peripheral blood of recipient mice compared with control cells (Fig. 6m). Together, these data support that LSD1 inhibition during T-cell activation enhances both antigen-dependent and -independent persistence following adoptive transfer.

### Human CD19-CAR T cells primed with LSD1 inhibitors exhibit better persistence and superior antitumor efficacy

To evaluate the impact of pharmacological LSD1 inhibition on human T cells, we isolated peripheral blood mononuclear cells (PBMCs) from donors. T cells from PBMCs were stimulated with anti-CD3/CD28 beads for 2 days in the presence of IL-2, followed by an 8-day expansion with IL-2. In this process, GSK treatment significantly increased IL-2 and IFNγ production by CD8^+^ T cells (Fig. 7a), paralleling our findings in mice (Fig. 1e), although it did not obviously affect TNFα expression. Further analysis revealed that GSK treatment increased the proportion of polyfunctional CD8^+^ T cells capable of producing three cytokines (Fig. 7b). In contrast to the observations in mice (Fig. 1f), GSK-treated human CD8^+^ T cells displayed an increased expression of GzmB and a reduced frequency of Ki-67 positive cells (Fig. 7c). We also probed PD-1 and TIM-3 expression by those expanded human CD8^+^ T cells, but their low protein levels precluded the assessment of GSK’s effect.

**Fig. 7:**
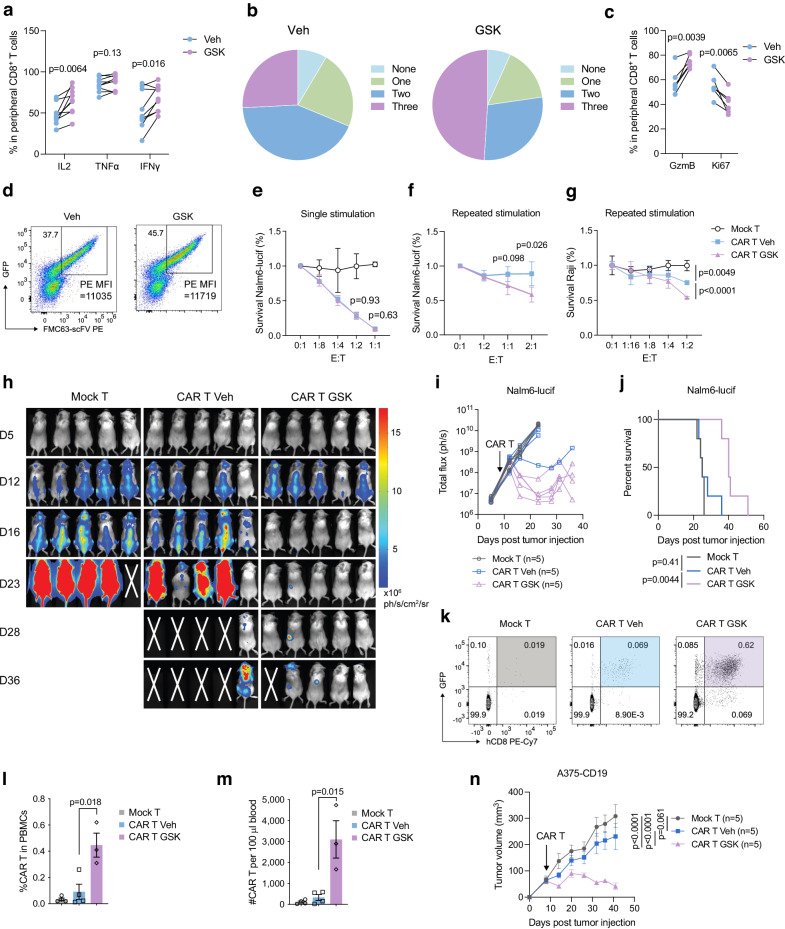
Pharmacological LSD1 inhibition enhances the antitumor potency of human CAR T cells. Flow cytometry analysis of cytokine production (**a**) and multiple-cytokine producers (**b**) in human peripheral CD8^+^ T cells activated and expanded in vitro for 10 days with or without GSK treatment (*n* = 9 donors). **c** Flow cytometry analysis of GzmB and Ki-67 expression in GSK- or Veh-treated human CD8^+^ T cells (*n* = 6 donors). **d** Flow cytometry analysis of FMC63-scFv and EGFP expression in human CD8^+^ T cells transduced with a lentiviral plasmid encoding CD19-CAR and EGFP and treated with or without GSK. Cytotoxicity of GSK- or Veh-treated CD19-CAR T cells or unmodified mock T cells in tumor killing assays using CD19^+^ Nalm6-lucif-EGFP (**e**, **f**) or Raji (**g**) cells as targets and single-stimulated (**e**) or repeatedly stimulated (**f**, **g**) CD19-CAR T cells as effectors (*n* = 3 for **e** and **g**, and *n* = 4 for **f**). Representative bioluminescence images (**h**), quantitative bioluminescence imaging data (**i**), and survival curves (**j**) of NCG mice intravenously injected with 10^6^ Nalm6-lucif-EGFP cells and infused with 2 × 10^5^ CD19-CAR or mock T cells 7 days later (n = 5 mice per group). Representative flow plots (**k**), frequencies (**l**), and cell numbers (**m**) of human mock CD8^+^ T cells and GSK- or Veh-primed CD19-CAR CD8^+^ T cells in peripheral blood of NCG recipient mice on day 12 post transfer (*n* = 4 mice for mock T and CAR T Veh, and *n* = 3 mice for CAR T GSK). **n** Tumor growth curves of NCG mice subcutaneously injected with 10^6^ A375-CD19 cells and infused with 2 × 10^5^ CD19-CAR T or mock T cells 8 days later (*n* = 5 mice per group). Data are pooled from three independent experiments (**a**–**c**) or represent two independent experiments (**d**–**m**) and are presented as mean ± SD (**e**–**g**) or mean ± SEM (**l**–**n**). Statistical significance was determined by paired *t*-test (**a**, **c**), two-sided unpaired *t*-test (**e**–**g**, **l**, **m**), two-way ANOVA (**n**), or log-rank test (**j**). Source data are provided as a Source Data file.

We then proceeded to generate CAR T cells to evaluate functional changes in response to GSK treatment. Human T cells activated in vitro were transduced with a lentiviral plasmid encoding CD19-specific CAR and fluorescent EGFP, which resulted in detectable CAR expression on the surface of T cells (Fig. 7d). Continuous 10-day GSK treatment did not appear to alter CAR expression or affect the cytolytic effect of CD19-CAR T cells against CD19-positive Nalm6 cells (Fig. 7d, e). However, when CD19-CAR T cells were exposed to multiple rounds of anti-CD3 stimulation, their cytolytic effect against Nalm6 and Raji cells was severely dampened, whereby GSK treatment displayed a rescue effect (Fig. 7f, g).

To assess the impact of GSK priming on CAR T-cell antitumor efficacy, we treated NCG mice bearing the Nalm6-lucif-EGFP leukemia with a low dose (2 × 10^5^) of GSK-primed or control CD19-CAR T cells, or mock T cells without CAR transduction. Control CD19-CAR T cells and mock T cells did not exhibit any therapeutic effect, while GSK-primed CD19-CAR T cells strongly inhibited leukemia progression and extended animal survival (Fig. 7h–j). Corresponding to their antitumor efficacy, control CD19-CAR CD8^+^ T cells were detected at a very low number in the peripheral blood on day 12 post-infusion, whereas the abundance of GSK-primed CD19-CAR T cells was markedly elevated (Fig. 7k–m). In a human melanoma model A375 (stably transduced with CD19), GSK priming also significantly enhanced the antitumor efficacy of CD19-CAR T cells, leading to tumor regression (Fig. 7n). In both models, the infusion of either control or GSK-primed CD19-CAR T cells did not cause severe body weight loss, though Nalm6-bearing mice lost weight at a later stage due to disease progression (Supplementary Fig. 7g, h). Thus, priming with LSD1 chemical inhibitors enhances the persistence and antitumor efficacy of human CAR T cells.

## Discussion

The efficacy of adoptively transferred CAR T and TCR T cells in cancer treatment is often limited by a variety of obstacles, including poor persistence in part due to exhaustion. In this study, we have shown that the transient and timely inhibition of LSD1 using clinically tested inhibitors during the in vitro activation and expansion of T cells reduces exhaustion and improves persistence, likely through rewiring chromatin landscapes, which consequently potentiates the antitumor efficacy of adoptively transferred T cells in both leukemia and solid tumor models.

Recent studies have uncovered epigenetic modifiers, including DNMTs and SUV39H1, involved in establishing the exhaustion-associated chromatin landscapes, presumably through installing the repressive chromatin methylation, specifically methylation on CpG of genomic DNA (5mC) and K9 of histone 3 (H3K9me3), which silence self-renewal and survival genes in CAR T cells^15,16,21,22^. EZH2, which also catalyzes repressive methylation, H3K27me3, nevertheless has been suggested to facilitate the functional reinvigoration of CAR T cells^20^. Considering the dynamic and reversible nature of methylation, chromatin demethylases are also anticipated to play an important part in regulating CAR T-cell exhaustion. TET2, responsible for removing 5mC on DNA, has been studied in CAR T cells^18,19^, but thus far histone demethylases are underexplored in this context. Our study somehow fills this gap by demonstrating the role of LSD1. Our ChIP-seq results suggest that LSD1 regulates functionally distinct gene sets by reshaping different histone marks, such as removing H3K4me1 and H3K4me2 at enhancers of memory/progenitor-related genes directly or indirectly facilitating the accumulation H3K4me3 at promoters of IR genes. The observation that histone demethylation by LSD1 only occurred at a small subset of LSD1-bound promoters and enhancers is consistent with previous reports^27,28^, highlighting a potential scaffold function of LSD1 in gene regulation. The interaction with TFs, such as Oct4^39^, has been proposed to inhibit the histone demethylation activity of LSD1, which might be an explanation for the unchanged H3K4me1 and H3K4me2 at LSD1 binding sites. The genome-wide alteration of H3K4me3 and H3K27ac during T-cell exhaustion has also been recently reported^10^. The fact that diverse chromatin modifications are involved in T-cell exhaustion indicates that perhaps co-targeting multiple chromatin modifiers is a more effective way to prevent T-cell exhaustion or even to revert exhausted T cells. A comprehensive profiling of chromatin landscapes, including the genome-wide distributions of key histone modifiers, histone modifications, and reader proteins, will provide new insights into the regulatory mechanisms of T-cell exhaustion, going beyond what ATAC-seq alone can offer.

The concurrence of LSD1 inhibition and TCR stimulation appeared to be crucial for the suppressive effect of LSD1 inhibitors on IR expression in CD8^+^ T cells. Since the TCR signaling was unlikely affected by LSD1 inhibitors, reasonable speculation is that LSD1 may interact with TFs activated by TCR stimulation and cooperatively reshape the chromatin landscapes that derepress IR genes, but experimental evidence is warranted to test this hypothesis. This chromatin reshaping appeared to have a lasting effect, as the GSK-primed OT1 cells exhibited less exhaustion and better persistence after adoptive transfer in the absence of additional intervention. Post-TCR stimulation, the administration of LSD1 inhibitors lost the suppressive effect on IR expression, which highlights a particular time window for targeting LSD1, consistent with the speculation of an interplay between LSD1 and TCR signaling-activated TFs. Correspondingly, the concurrence of LSD1 inhibition with TCR stimulation was a key factor for improving the antitumor efficacy of adoptively transferred T cells, which could not be compensated by a later perturbation of LSD1. Remarkably, the full potential of LSD1 inhibition to enhance T-cell antitumor efficacy was largely achieved with as little as 2-day exposure to pharmacological inhibitors, which was done concurrently with TCR stimulation. Thus, our study not only demonstrates LSD1 as a promising target for improving ACT therapy but also raises a possible interventional approach.

IL-2 has been suggested to promote T-cell exhaustion^32^, which was consistently observed in our study. We showed that GSK suppressed IR expression in an IL-2 signaling-dependent manner, which in part was attributable to the inducible effect of GSK and IL-2 on EOMES expression^33^. The observation that EOMES inhibited PD-1 expression is seemingly inconsistent with previous reports, in which high levels of EOMES are associated with T-cell exhaustion^40,41^. However, EOMES has also been suggested to suppress IR expression in CD8^+^ T cells elsewhere^42,43^. It is worth noting that those in vitro activated CD8^+^ T (Teff) cells expressed low levels of PD-1, in contrast to high levels of PD-1 expression in terminal Tex cells. EOMES is possibly involved in different transcriptional networks in Teff cells compared with Tex cells^44^, thus regulating PD-1 expression in a context-dependent way.

In summary, our study reveals a role of LSD1 in regulating the phenotype and function of adoptively transferred T cells and raises an approach to targeting LSD1 to enhance the antitumor efficacy of ACT therapy. Our findings that a transient and timely inhibition of LSD1 is sufficient for therapeutic enhancement are instructive for the potential inclusion of LSD1 pharmacological inhibitors in ACT therapy.

## Methods

### Ethics statement

All animal experiments were performed in accordance with the animal care guidelines and with the prior approval by the Zhejiang University School of Medicine Institutional Animal Care and Use Committee. Peripheral blood samples were collected from volunteers with the written informed consent, with approval by the Clinical Research Ethics Committee of the First Affiliated Hospital, College of Medicine, Zhejiang University (2023-0349).

### Cell culture

Mouse CD8^+^ T cells were cultured in RPMI 1640 medium supplemented with 10% FBS, 50 μM β-mercaptoethanol (Macklin, M861503), and 20 ng/mL recombinant human IL-2 (Novoprotein, C013). Human PBMCs were cultured in X-Vivo^TM^ 15 serum-free medium (Lonza, 02-053Q) supplemented with 50 ng/mL IL-2. HEK293T, B16-OVA, Yumm1.7-OVA, and A375 cells were cultured in DMEM medium supplemented with 10% FBS. EL4-OVA, EL4, Nalm6-lucif-EGFP, and Raji cells were cultured in RPMI 1640 medium supplemented with 10% FBS. All cells were cultured in a 5% CO_2_ incubator at 37 °C and detected to be mycoplasma-free by a PCR-based method^45^.

### Mice

Six-to-eight-week-old female C57BL/6 mice were purchased from the Shanghai SLAC Laboratory Animal Co., Ltd. Six-to-seven-week-old female NCG (NOD/ShiLtJGpt-Prkdc^em26Cd52^Il2rg^em26Cd22^/Gpt) mice (T001475) were purchased from GemPharmatech Co., Ltd. Lsd1^flox/flox^ mice were generously provided by Dr. Weiguo Zou at Center for Excellence in Molecular Cell Science, CAS. Stat5^flox/flox^ mice were generously provided by Dr. Xin-Yuan Fu at West China Hospital. OT1 (C57BL/6-Tg(TcraTcrb)1100Mjb/J, 003831), CD45.1 (B6.SJL-Ptprc^a^Pepc^b^/BoyJ, 002014), Cd4-Cre (Tg(Cd4-cre)1Cwi/BfluJ, 017336), Rosa26-Cas9 (B6J.129(Cg)-Gt(ROSA)26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^/J, 026179), and Rosa26-CreERT2 (B6.129-Gt(ROSA)26Sor^tm1(cre/ERT2)Tyj^/J, 008463) mice were originally purchased from The Jackson Laboratory. Prior to all experiments, purchased mice were housed for one week to acclimate to the conditions at the Zhejiang University Laboratory Animal Center. All experimental mice were housed in specific pathogen-free conditions with a 12-h light/12-h dark cycle and controlled temperature (~22 °C). Animal experiments were performed in accordance with the animal care guidelines and with the prior approval by the Zhejiang University School of Medicine Institutional Animal Care and Use Committee.

### Mouse CD8^+^ T-cell isolation, activation, and lentiviral transduction

Mouse CD8^+^ T cells were isolated from the spleens of mice with an EasySep™ Mouse CD8^+^ T Cell Isolation Kit (STEMCELL Technologies, 18953) according to the manufacturer’s manual. CD8^+^ T cells were stimulated with 2 μg/ml plate-bound anti-CD3 (BioLegend, 100340) and 2 μg/ml soluble anti-CD28 (BioLegend, 102116) with the addition of 20 ng/mL IL-2 at a density of 1 million/ml for 48 h. Activated CD8^+^ T cells were then expanded with IL-2 in fresh medium for the indicated time before analysis. 10 μg/ml anti-IL-2 (BioLegend, 503706), 0.04 μM tofacitinib (MedChem Express, HY-40354), 100 nM 4-hydroxytamoxifen (MedChem Express, HY-16950), 0.05–1 μM GSK2879552 (MedChem Express, HY-18632), 0.05–1 μM ORY1001 (Cayman, 19136), 10–50 nM decitabine (MedChem Express, HY-A0004), 0.1–1 μM GSK126 (MedChem Express, HY-13470), 2–20 nM chaetocin (MedChem Express, HY-N2019), or vehicle control was added as indicated.

For lentiviral production, HEK293T cells were co-transfected with the lentiviral plasmid (lentiCRISPRv2 puro or lenti-FMC63-BBz-GFP), packaging plasmid psPAX2 (Addgene, 12260), and envelope plasmid pMD2.G (Addgene, 12259), followed by viral supernatant collection at 72 h. The lentiviral particles were used immediately or stored at -80 °C for later use. For lentiviral transduction, isolated T cells were activated with anti-CD3/anti-CD28 for 24 h. Lentiviral supernatant was directly added into a plate well containing pre-activated T cells at a 1:1 (v/v) ratio with the addition of 6 μg/ml polybrene (Solarbio, H8761), followed by centrifugation at 2000 × *g* for 90 min at 30 °C. Afterward, the supernatant was removed and T cells were cultured with IL-2 in fresh medium at a density of 1 million/ml. For transduction of Rosa26-Cas9 CD8^+^ T cells with lentiCRISPRv2 puro, the following guide RNA oligos were used: TTCTGGCCGACCCTAACCAC (*Eomes*) and GCACTACCAGAGCTAACTCA (Scramble).

### Protein extraction and western blot analysis

Cells were collected and lysed in RIPA lysis buffer (Beyotime, P0013C) supplemented with the complete protease inhibitor cocktail (Yeasen, 20124ES03) on ice for 10 min. After centrifugation at 20,000 × *g* for 10 min at 4 °C, supernatant was collected and protein concentrations were quantified with a Bradford Protein Assay Kit (Coolaber, SK1060). After adding loading buffer (Beyotime, P0015L) and boiling at 98 °C for 5 min, protein extracts were resolved on an SDS-PAGE gel and then transferred to a nitrocellulose membrane (Pall, 66485). The membrane was blocked with 5% skim milk at room temperature for 1 h, followed by incubation with primary antibodies at 4˚C overnight. The following antibodies were used at 1:1000 dilution: Phospho-Stat5 (Tyr694) (Cell Signaling Tech, 9359), Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199) (Cell Signaling Tech, 4228), Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (Cell Signaling Tech, 9101), p44/42 MAPK (Erk1/2) (Cell Signaling Tech, 4695), and LSD1 (Santa Cruz Biotech, sc-53875). After washing the membranes with PBST (PBS, 0.1% Tween-20) three times, the membrane was incubated with HRP-conjugated goat anti-rabbit IgG (Biosharp, BL003A) or HRP-conjugated goat anti-mouse IgG (Biosharp, BL001A) diluted in 5% skimmed milk at room temperature for 1 h. After three washes with PBST, ECL was applied to the membranes and imaged using Tannon-5200.

### The cellular thermal shift assay

In vitro activated and expanded CD8^+^ T cells were treated with GSK2879552 or ORY1001 at the indicated concentrations and for the indicated times. Cells were collected and washed once with PBS at room temperature. For the apparent melting curve experiments, cells were resuspended in PBS supplemented with the protease inhibitor cocktail and aliquoted into eight 0.2-ml strip PCR tubes, each containing 2 million cells in a volume of 100 μl. Eight PCR tubes were heated in a PCR cycler for 3 min at eight temperature endpoints (42, 45, 48, 51, 54, 57, 60, and 63 °C) respectively. For the dose-response experiments and time-duration experiments at a fixed temperature, 2 million cells from each treatment condition were resuspended in 100 μl PBS and transferred into a 0.2-ml strip PCR tube, followed by heating in a PCR cycler for 3 min at 53 °C.

Immediately after heating, cell suspensions were incubated at 25 °C for 3 min, followed by two cycles of snap-freezing in liquid nitrogen and thawing in a water bath at 25 °C. The tubes were vortexed briefly after each thawing. The resulting cell lysates were centrifuged at 20,000 × *g* for 10 min at 4 °C, and 80 μl of each supernatant was collected for immunoblot analysis of LSD1. LSD1 protein levels were quantified to establish the apparent melting curves and dose-response curves.

### CFSE proliferation assay

Isolated CD8^+^ T cells were suspended in PBS at a concentration of 10 × 10^6^/ml and labeled with a Celltrace™ CFSE Cell Proliferation Kit (ThermoFisher Scientific, C34570) at 37 °C for 20 min protected from light. After washing with RPMI 1640 culture medium, cells were resuspended in fresh culture medium. CFSE-labeled T cells were stimulated with anti-CD3/anti-CD28 and IL-2 for 72 h in the presence of 0.5 μM GSK2879552, ORY1001, or vehicle. After the addition of 7-AAD, cells were analyzed on a BD LSRFortessa for CFSE signal detection.

### Calcium influx assay

In vitro cultured CD8^+^ T cells were incubated with 5 μM fluorescent dye Fluo-4 AM (Thermo Fisher Scientific, F14201) for 30 min in PBS at 37 °C. After washing with PBS, cells were labeled with PE-conjugated anti-CD8a (BioLegend, 300908) and Zombie Aqua™ dye (BioLegend, 423101) for 15 min and resuspended in PBS after washing. PMA and CaCl2 were sequentially added to cells while running on an ACEA NovoCyte^TM^. Flow data were analyzed with the FlowJo (10.4).

### Mouse subcutaneous tumor models and adoptive T-cell transfer

Mice were anesthetized with isoflurane, shaved at the right hind flank, and subcutaneously injected with 0.5 million B16-OVA or Yumm1.7-OVA cells per mouse. 8–10 days after tumor injection, mice were randomized to different treatment groups and transferred with in vitro activated and expanded OT1 cells (1 or 5 × 10^6^ per mouse as indicated) intravenously via tail vein. The following epigenetic inhibitors were used to prime OT1 cells: 0.5 μM GSK2879552, 0.5 μM ORY1001, 10 nM decitabine, 1 μM GSK126, and 5 nM chaetocin. For PD-1 blockade therapy, 100 μg anti-PD-1 (BioXCell, BE0146) or IgG2a isotype control (BioXCell, BE0089) were injected intraperitoneally every 2 days as indicated. Tumor long (D) and short (d) diameters were measured with a digital caliper every 2–3 days and were used to calculate tumor volumes by the formula: 1/2 × *D* × *d*^2^. Mice were sacrificed when tumors reached 2000 mm^3^ or upon ulceration or bleeding. In some cases, this limit has been exceeded the last day of measurement and the mice were immediately euthanized.

For co-transfer assays, CD45.1 mice were used as recipients for tumor implantation. OT1 cells were isolated from CD45.1/CD45.2 heterozygous or CD45.2 mice, activated with anti-CD3/anti-CD28 for 2 days and expanded with IL-2 for 3 days, throughout which vehicle control or 0.5 μM GSK2879552 was added respectively. After in vitro activation and expansion, two groups of OT1 cells were mixed in equal numbers and transferred to tumor-bearing CD45.1 mice (a total of 2 million cells per mouse).

### Tumor-infiltrating leukocyte analysis and flow cytometry

Tumors were collected on day 5 or day 8 after adoptive T-cell transfer and cut into 2 mm-sized pieces in RPMI1640 medium with the addition of type I collagenase (Worthington Biochemical Corporation, LS004194) and DNase I (Sigma-Aldrich, 10104159001). Tumor tissues were then digested at 37 °C for 20–30 min and passed through a 70 μm cell strainer to obtain a single-cell suspension. To enrich leukocytes, samples were spun through a Percoll (GE Healthcare Life Sciences, 17-0891-01) gradient for 20 min at 2000 rpm without brake. Tumor-infiltrating leukocytes were collected from the interface of the 40% and 70% Percoll gradient, stained, and analyzed for fluorescent markers.

For surface staining, cells were blocked with anti-CD16/32 for 5 min and then stained for 30 min at 4 °C with the flowing antibodies at 1:200 dilution: CD8a BV605 (BioLegend, 100744), TCRβ BV510 (BioLegend, 109233), CD45.1 AF700 (Biolegend, 110724), CD45.2 PB (BioLegend, 109820), PD-1 PE/Cyanine7 (BioLegend, 135215), TIM-3 BV711 (BioLegend, 119727), TIM-3 APC (BioLegend, 119705), CD39 PE (BioLegend, 143803), CD44 APC (BioLegend, 103012), CD62L FITC (BioLegend, 104405), CD62L Pacific blue (BioLegend, 161207), IL7Rα PE (BioLegend, 135009), KLRG1 FITC (BioLegend, 138409), CD25 APC (BioLegend, 102011), and SLAMF6 APC (BioLegend, 134609). For intracellular proteins, after surface staining and washing, cells were fixed and permeabilized with a Foxp3 Fixation/Permeabilization kit (Thermo Fisher Scientific, 00-5523-00), and stained with the following antibodies at 1:200 dilution: Ki-67 PerCP/Cyanine5.5 (BD Pharmingen, 561284), Granzyme-B AF647 (BioLegend, 515405), EOMES PE (ThermoFisher Scientific, 12-4875-80), and LSD1 (Abcam, ab17721). For cytokine staining, cells were stimulated in RPMI 1640 culture medium with PMA (Cayman, 10008014), ionomycin (Cayman, 10004974), and Golgiplug (BD Pharmingen, 555029) for 4 h, and subjected to surface staining before being fixed and permeabilized with a Cytofix/Cytoperm^TM^ Kit (BD Pharmingen, 554714). The following antibodies were used at 1:200 dilution: IL-2 FITC (BioLegend, 503805), TNFα FITC (BioLegend, 506303), and IFNγ PE (BioLegend, 505807). 7-AAD (BioLegend, 420404) or Zombie NIR^TM^ dye (BioLegend, 423106) was used to exclude dead cells. Data were acquired on a BD LSRFortessa and analyzed using FlowJo (10.4).

### ELISA

The ELISA assay was performed with an IL-6 Mouse ELISA Kit (Invitrogen, 88-7064-22) and IL-1 beta Mouse ELISA Kit (Invitrogen, 88-7013-22) according to the manufacturer’s instructions. Serum was collected from B16-OVA tumor-bearing mice two weeks after the transfer of 5 million GSK- or Veh-primed OT1 cells, or PBS.

### Human PBMC isolation, culture, and CD19-CAR T-cell generation

Peripheral blood samples were obtained from healthy volunteers approved by the Clinical Research Ethics Committee of the First Affiliated Hospital, College of Medicine, Zhejiang University (2023-0349). Informed consent from all participants was obtained. Peripheral blood mononuclear cells (PBMCs) were isolated from the blood by density gradient centrifugation with Ficoll. T cells from PBMCs were activated with human T-cell activation beads (GenScript, L00899) in X-Vivo 15 medium at a density of 1 million/ml for 2 days and then expanded with 50 ng/ml IL-2 for several days, throughout which 2 μM GSK2879552 or vehicle was added.

The CD19-specific CAR construct containing FMC63 scFv, 4-1BB cytoplasmic domain, and CD3z cytoplasmic domain was obtained from Addgene (135992) and cloned into an EGFP-expressing lentiviral vector. Lentiviral particles were produced as described above and used to transduce pre-activated PBMCs by spin-infection. The expression of CD19-CAR was verified by flow cytometry after the sequential staining with a biotin-SP-AffiniPure F(ab)’2 fragment-specific goat anti-mouse IgG antibody (Jackson ImmunoResearch, 115-066-072) and streptavidin-phycoerythrin (BioLegend, 405203). Transduced cells were cultured and expanded in X-Vivo 15 medium supplemented with 50 ng/mL IL-2 for 6–8 days before in vitro assays or transfer into tumor-bearing NCG mice.

### Flow cytometry analysis of human T cells

For surface staining, in vitro cultured human T cells or NCG mice-retrieved PBMCs were stained for 30 min at 4 °C with the following antibodies at 1:200 dilution: CD8a PE/Cyanine7 (BioLegend, 344711), PD-1 PB (BioLegend, 329915), TIM-3 FITC (BioLegend, 345021), and CD39 PE (BioLegend, 328207). Intracellular staining was performed as described above and the flowing antibodies were used at 1:200 dilution: TNFα APC (BioLegend, 502913), IFNγ FITC (BioLegend, 502505), IL-2 PE (BioLegend, 500306), Ki-67 PerCP/Cyanine5.5 (BD Pharmingen, 561284), and Granzyme-B AF647 (BioLegend, 515405). Samples were run on a BD LSRFortessa and data were analyzed using FlowJo (10.4).

### Repeated stimulation assay

OT1 cells were activated with anti-CD3/anti-CD28 and IL-2 for 48 h, and then repeatedly stimulated with 2 μg/ml plate-bound anti-CD3 and 20 ng/ml IL-2 every other day for a total of 4 rounds. As a control, after 48 h activation, a fraction of cells were expanded with IL-2 only. The phenotype and effector function of those cells were analyzed by flow cytometry and T-cell killing assays.

Human PBMCs after lentiviral transduction with CD19-CAR were plated into a well pre-coated with 10 μg/ml anti-CD3 (BioLegend 317326) for 48 h with the addition of 50 ng/ml IL-2. The stimulation was repeated 2–3 times before cells were used in T-cell killing assays.

### OT1 and EL4-OVA co-culture assay

EL4-OVA and EL4 tumor cells were equally mixed and seeded in RPMI 1640 culture medium one day prior to co-culture. On the next day, pre-activated OT1 cells were added to the tumor cells at a 1:1 ratio supplemented with 20 ng/ml IL-2. Subsequent co-cultures were repeated every 48 h for a total of 2 rounds. Afterward, the phenotype and effector function of OT1 cells were analyzed by flow cytometry.

### In vitro T-cell killing assay

Antigen-specific T cells after the indicated treatment were co-cultured with pre-plated tumor cells in a 96-well flat bottom plate at serially diluted *E*/*T* ratios in triplicates for an appropriate time (~18 h). B16-OVA and B16-GFP cells were 1:1 mixed and used as target tumor cells for OT1 cell killing assay. The antigen-dependent killing effect was evaluated by ratios of %B16-OVA over %B16-GFP, analyzed by flow cytometry gated on the CD45^−^ population, and normalized to the group of *E*/*T* = 0. CD19^+^ Nalm6-lucif-EGFP and Raji cells were used for the CD19-CAR T-cell killing assay. The number of live Nalm6-Lucif-EGFP or Raji cells was counted by flow cytometry and normalized to the group of *E*/*T* = 0 to obtain the survival percentages.

### In vivo xenograft tumor models and adoptive CAR T-cell transfer

For the leukemia tumor model, after acclimation, female NCG mice were intravenously injected with 1 million Nalm6-lucif-EGFP cells via the tail vein. After 7 days, mice were randomly divided into three groups, followed by intravenous injection of 2 × 10^5^ Veh- or GSK-primed CD19-CAR T cells, or non-transduced mock T cells. Leukemia burdens were evaluated weekly using a bioluminescence imaging system (Optima, Biospace Lab) after the intravenous administration of D-Luciferin (Yeasen, 40902ES03). Mouse peripheral blood was collected to analyze the abundance of CD19-CAR T cells by flow cytometry on day 12 after adoptive transfer.

For the melanoma tumor model, female NCG mice were anesthetized with isoflurane, shaved at the right hind flank, and subcutaneously injected with 1 million A375-CD19 cells per mouse. Eight days after tumor injection, mice were randomized into three groups and infused with 2 × 10^5^ Veh- or GSK-primed CD19-CAR T cells, or non-transduced mock T cells. Tumor volumes were measured and calculated as described above. Mice were sacrificed when tumors reached 1000 mm^3^ or upon ulceration or bleeding.

### RNA-seq and analysis

In vitro cultured CD8^+^ T cells under the indicated treatment were directly lysed in 0.5 ml TRIzol reagent (TaKaRa, 9109) and incubated at RT for 5 min. 1/5 volume of chloroform was added and mixed gently by inversing tubes several times. Cell lysates were incubated for 3 min at room temperature before centrifugation at 12,000 × *g* for 15 mins at 4 °C. RNA in the upper aqueous phase was transferred into a new tube and 1:1 mixed with freshly prepared 70% ethanol. The mixture was then loaded into a column from an RNA Clean & Concentrator^TM^-5 Kit (ZYMO Research, R1013), followed by RNA purification according to the manufacturer’s instructions. Purified RNA was quantified using a NanoDrop 2000 Spectrophotometer (Thermo Scientific) and assessed for RNA integrity using an Agilent 2100 Bioanalyzer. Total RNA with RIN > 9.0 was used for the poly(A)^+^ RNA enrichment, which was then subjected to library construction using a TruSeq Stranded mRNA Sample Preparation Kit (Illumina, RS-122-2101) according to the manufacturer’s instructions. Prepared libraries were sequenced at paired-end 150 bp on an Illumina Novaseq 6000 platform, generating over 40 million reads per sample.

Raw reads were processed using Trimmomatic to remove adapters and low-quality reads, and trim low-quality bases. Clean reads were mapped to the mouse GRCm38 genome using hisat2 (v2.1.0). Read counts per gene were generated using HTSeq-count (v0.11.2). FPKM were calculated using Cufflinks (v2.2.1) to estimate gene expression levels. Differential gene expression was analyzed using R package DESeq2 (v1.22.2), with the cutoff set at fold change > 1.5 and *q*-value < 0.05. The *p* values were adjusted for multiple testing using the Benjamini-Hochberg method and an FDR adjusted *p*-value (or *q*-value) <0.05 was considered statistically significant. For gene ontology (GO) enrichment analysis, the differentially expressed genes were queried to the Gene Ontology Consortium using R package clusterProfiler (v3.0.4), with the specification of biological process.

### ChIP-seq and analysis

In vitro cultured CD8^+^ T cells were fixed with 1% formaldehyde (Thermo Fisher Scientific, 28908) for 10 min at room temperature on an orbital shaker and then quenched with 125 mM glycine for 10 min. After washing twice with ice-cold PBS, cells were lysed in sonication buffer (140 mM NaCl, 50 mM HEPES pH7.9, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.2% SDS, and protease inhibitor) and sonicated to generate DNA fragments enriched at 200–800 bp. Subsequent procedures were done following the Epigenetics Protocols Database PROT-11 (https://www.epigenome-noe.net/researchtools/protocols.php.html). For immunoprecipitation, the following antibodies were used: anti-LSD1 (Abcam, ab17721), anti-Pol II (Santa Cruz Biotechnology, sc-56767), anti-H3K27ac (Active Motif, 39034), anti-H3K4me1 (Abcam, ab8895), anti-H3K4me2 (EMD Millipore, 07-030), anti-H3K4me3 (Active Motif, 39060), and rabbit normal IgG (Proteintech, 30000-0-AP). ChIP-seq libraries were prepared using the VAHTS Universal DNA Library Prep Kit (Vazyme, ND607-01) according to the manufacturer’s instructions. Library concentrations were quantified by Qubit (Invitrogen) and mixed equally for sequencing at Novaseq 6000 (Illumina) to generate 150 bp paired-end reads or at DNBSEQ-T7 (MGI Tech) to generate 100 bp paired-end reads.

ChIP-seq reads were mapped to unique genomic regions of mm10 using Bowtie2 (v2.3.5.1). PCR duplicates were removed manually using Samtools (v1.9). The bedgraph files were generated using the Bedtools (v2.27.1) genome coverage function. Libraries were normalized by randomly picking the same numbers of reads in order to compare changes in ChIP-seq signals. Normalized reads were used to generate bedgraph files for visualization in IGV. Peak calling was performed using MACS2 (v2.1.2) with default parameters and *p*-value cutoff at 0.001. Differential peaks were identified using the edgeR R package with the threshold set at *p* < 0.05 and changes over 20% up/down.

To derive heatmaps of ChIP-seq signals, a blank matrix was first generated by binning an appropriate size of regions centering on anchors equally, where each row represented one anchor and each column represented one bin. Then all datasets from the same antibody were normalized by random picking to get equal numbers of read pairs for all following analysis. To obtain signals of the whole matrix, we applied the bedtools intersect function to map the normalized read pairs derived in the previous step to each genomic bin to obtain read counts in all bins. To get sequencing depth normalized counts for the matrix, raw counts derived in the previous step were divided by library sizes in millions to get reads per million per covered bin (RPMPB) as final counts in the matrix. All matrices were visualized with Java TreeView to derive heatmaps. Column means of the matrix were calculated to generate average profiles of the ChIP-seq signals neighboring specific anchors. To derive K-means clustering of ChIP-seq heatmaps, center ± 3 bins signals of appropriate heatmaps were used as input. For K-means clustering of promoter heatmaps, TSSs ± 3 bins signals of H3K27ac or H3K4me2 heatmaps were taken as Cluster 3 input. All heatmaps of TSSs ± 1 kb were plotted in the same order of K-means clustering.

Enhancers were defined by merging H3K4me1 and H3K4me2 peaks in both conditions but excluding H3K4me3 peaks and TSS ± 2.5 kb. To search for differential enhancers, H3K27ac ChIP-seq signals in both conditions were used as input for the edgeR R package with the threshold of *p* value < 0.05 and more than 3-fold changes in either condition. Center ± 3 bins signals of H3K4me1 heatmaps were used as input for Cluster 3 to derive K-means clustering of enhancer heatmaps. All enhancer heatmaps on center ± 1 kb were plotted in the same order of K-means clustering.

### Statistics

Statistical analyses were performed using GraphPad Prism (version 9.2) and statistical significance was determined by *p* < 0.05. A two-sided unpaired or paired Student’s t-test was used for comparisons between the two groups. A two-way ANOVA test was used for multiple comparisons of tumor growth. A Log-rank (Mantel-Cox) test was used for comparing survival curves. Statistical data from experimental, biological, or technical replicates were presented as mean ± SEM or SD. The number of replicates and the statistical test used were indicated in the corresponding figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes: GSE248892 and GSE248891. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided with this paper.

# Supplementary material for: Priming with LSD1 inhibitors promotes the persistence and antitumor effect of adoptively transferred T cells
**Source:** Nat Commun. 2024 May 21;15:4327. doi: 10.1038/s41467-024-48607-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure 1

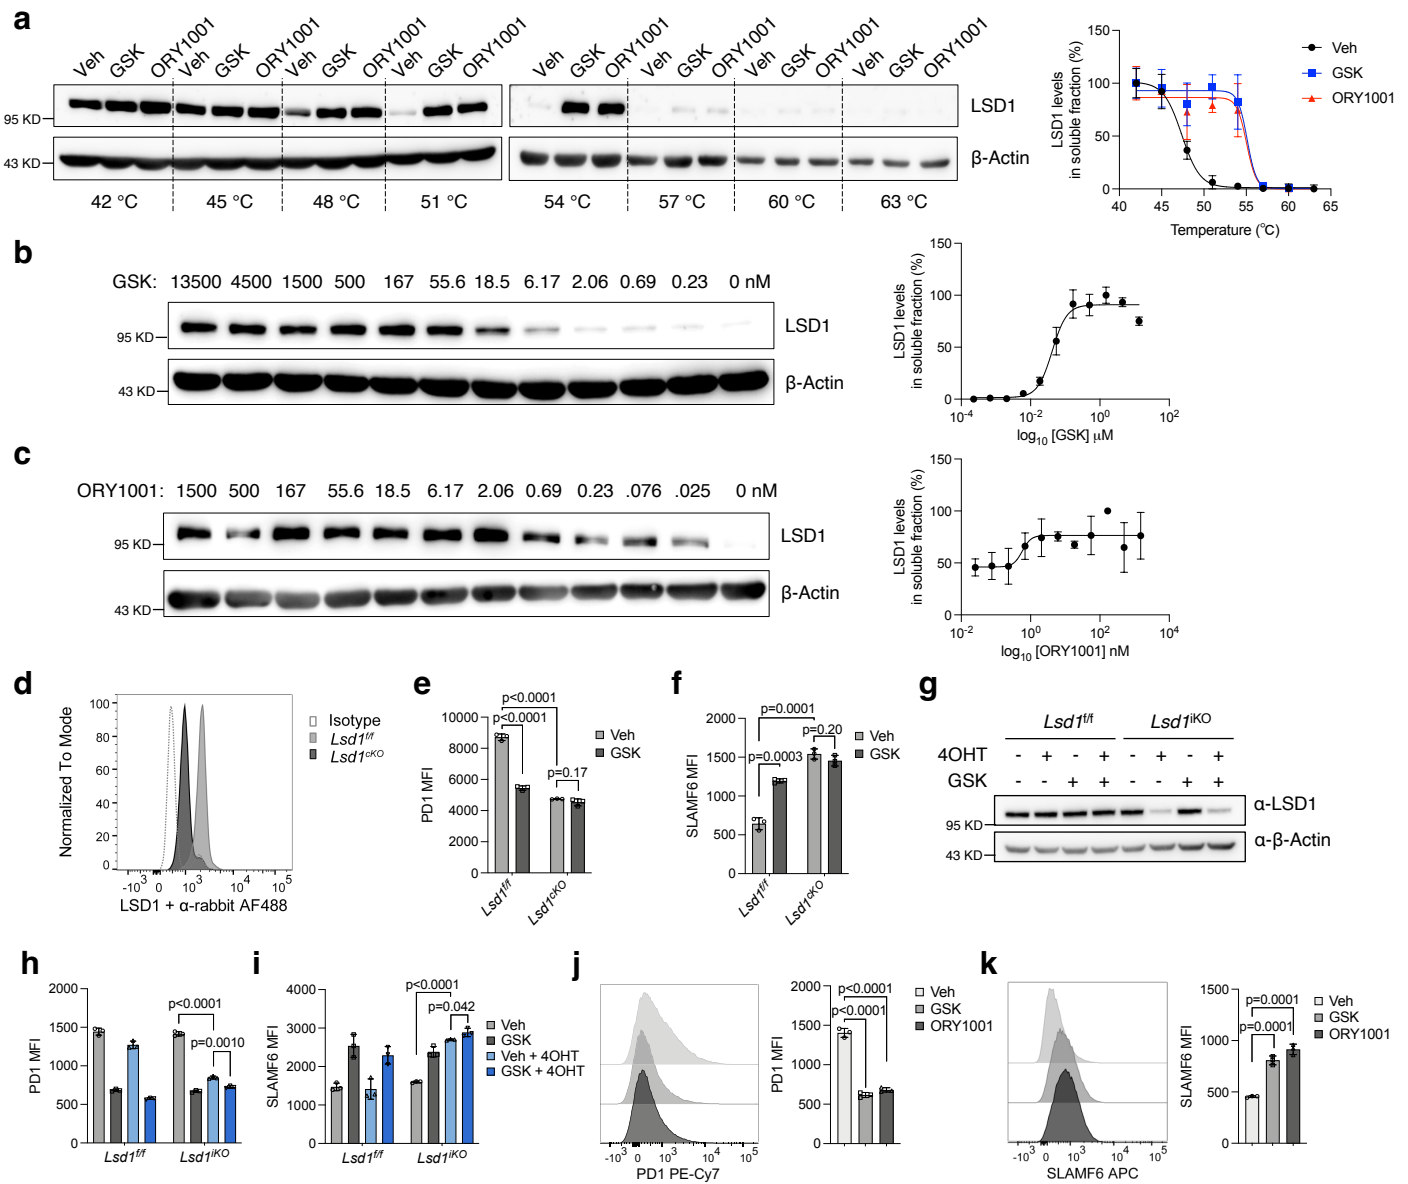

### Supplementary Fig. 1 GSK and ORY1001 target LSD1 to regulate CD8<sup>+</sup> T cells.

**a** CETSA melting curves of LSD1 in activated CD8<sup>+</sup> T cells treated with 0.5 μM GSK, 0.5 μM ORY1001, or Veh for 1 h (n=3).

**b, c** CETSA dose response curves of LSD1 in activated CD8<sup>+</sup> T cells treated with serially diluted concentrations of GSK (**b**) or ORY1001 (**c**) for 1 h (n=3).

**d–f** Flow cytometry analysis of LSD1 (**d**), PD-1 (**e**), and SLAMF6 (**f**) expression in *Cd4<sup>Cre</sup>Lsd1<sup>fl/fl</sup>* (*Lsd1<sup>ΔKO</sup>*) and *Lsd1<sup>fl/fl</sup>* CD8<sup>+</sup> T cells activated and expanded *in vitro* for 5 days with the treatment of GSK or Veh (n=3). MFI, mean fluorescence intensity.

**g–i** Immunoblot of LSD1 (**g**) and flow cytometry analysis of PD-1 (**h**) and SLAMF6 (**i**) in *Rosa26<sup>Cre-ERT2</sup>Lsd1<sup>fl/fl</sup>* (*Lsd1<sup>ΔKO</sup>*) and *Lsd1<sup>fl/fl</sup>* CD8<sup>+</sup> T cells activated and expanded *in vitro* for 5 days with the treatment of GSK and/or 4-hydroxytamoxifen (4-OHT) as indicated (n=3).

**j, k** Flow cytometry analysis of PD-1 (**j**) and SLAMF6 (**k**) expression in CD8<sup>+</sup> T cells treated with GSK, ORY1001, or Veh for 5 days (n=3).

Data in this figure are presented as mean ± SD and are representative two independent experiments (**a–k**). Statistical significance was determined by two-sided unpaired t test (**e, f, h–k**). Source data are provided as a Source Data file.

Supplementary Figure 2

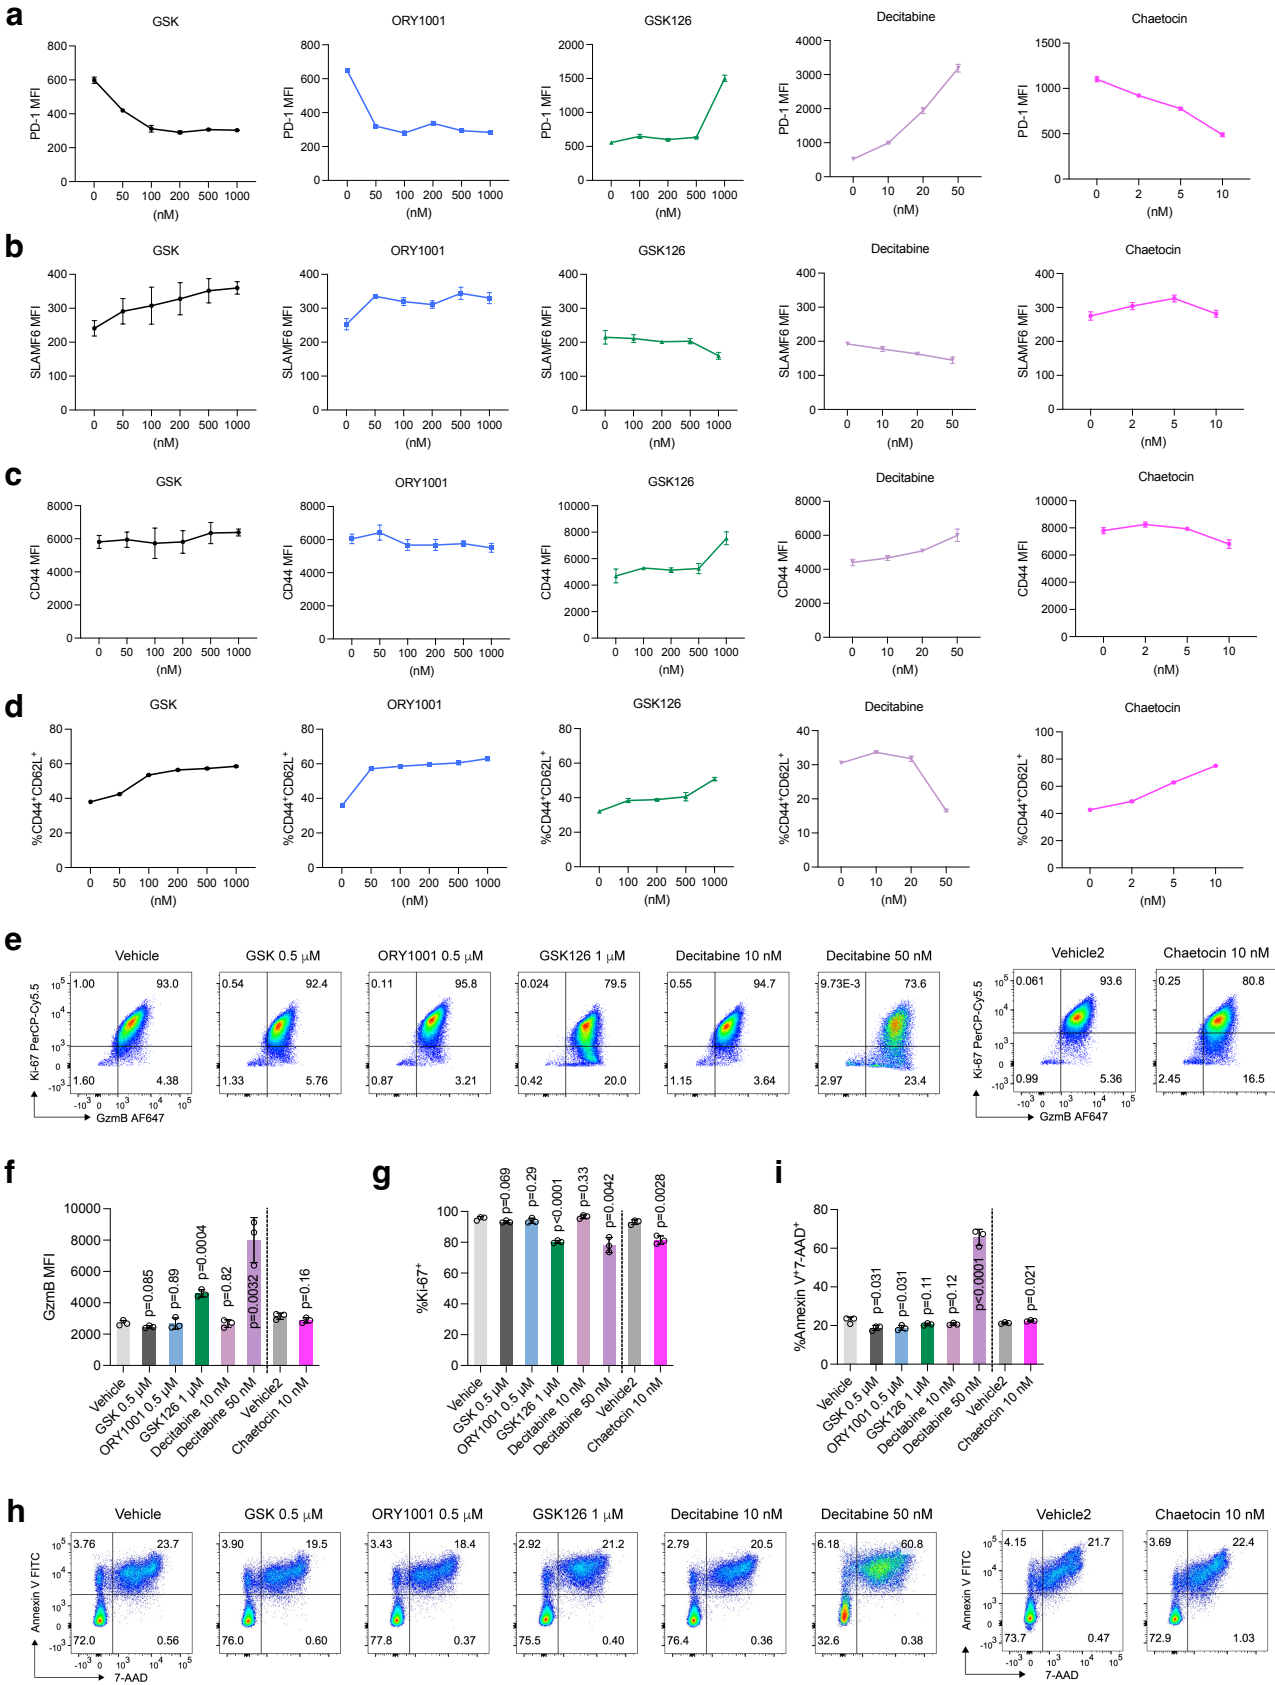

**Supplementary Fig. 2 Effects of epigenetic modulators on T cell activation.**

**a–d** Flow cytometry analysis of PD-1 (**a**), SLAMF6 (**b**), CD44 (**c**), and CD62L (**d**) expression in CD8<sup>+</sup> T cells activated and expanded *in vitro* for 5 days with the treatment of indicated epigenetic inhibitors (n=3).

**e–g** Representative flow plots (**e**), GzmB expression (**f**), and percentages of Ki-67<sup>+</sup> cells (**g**) in CD8<sup>+</sup> T cells treated with indicated inhibitors (n=3).

**h, i** Representative flow plots (**h**) and percentages of Annexin-V<sup>+</sup>7-AAD<sup>+</sup> cells (**i**) in CD8<sup>+</sup> T cells treated with indicated inhibitors (n=3).

Data in this figure are presented as mean  $\pm$  SD and are representative of two independent experiments (**a–i**). Statistical significance was determined by two-sided unpaired t test (**f, g, i**). Source data are provided as a Source Data file.

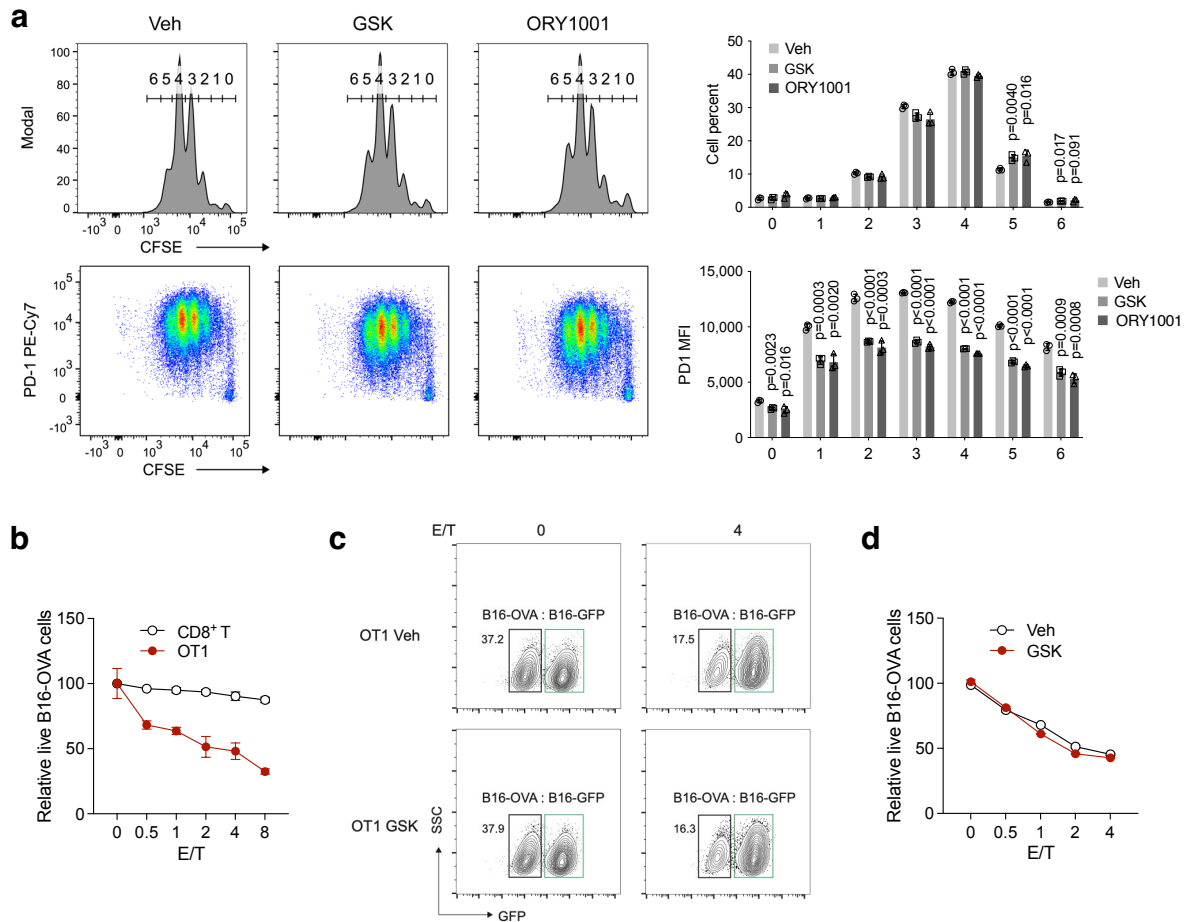

### Supplementary Fig. 3 The cytolytic ability of effector OT1 cells is not affected by GSK treatment.

**a** Flow cytometry analysis of cell proliferation of CFSE-labeled CD8<sup>+</sup> T cells activated *in vitro* for 3 days with or without GSK treatment and PD-1 expression by CD8<sup>+</sup> T cells at different division numbers (n=3).

**b** Antigen-dependent killing assay using *in vitro* activated and expanded OT1 or unmodified CD8<sup>+</sup> T cells as effectors and 1:1 mixed B16-OVA and B16-GFP cells as targets (n=3). E/T, effector to target ratio.

**c** Representative flow plots showing the percentages of B16-OVA cells among live target cells after 18-h killing by GSK- or Veh-treated OT1 cells.

**d** Cytotoxicity of GSK- or Veh-treated OT1 cells after 5-day *in vitro* activation and expansion assessed by antigen-dependent killing assay (n=3).

Data in this figure are presented as mean  $\pm$  SD and are representative of two (**a**) or three (**b–d**) independent experiments. Statistical significance was determined by two-sided unpaired t test (**a**). Source data are provided as a Source Data file.

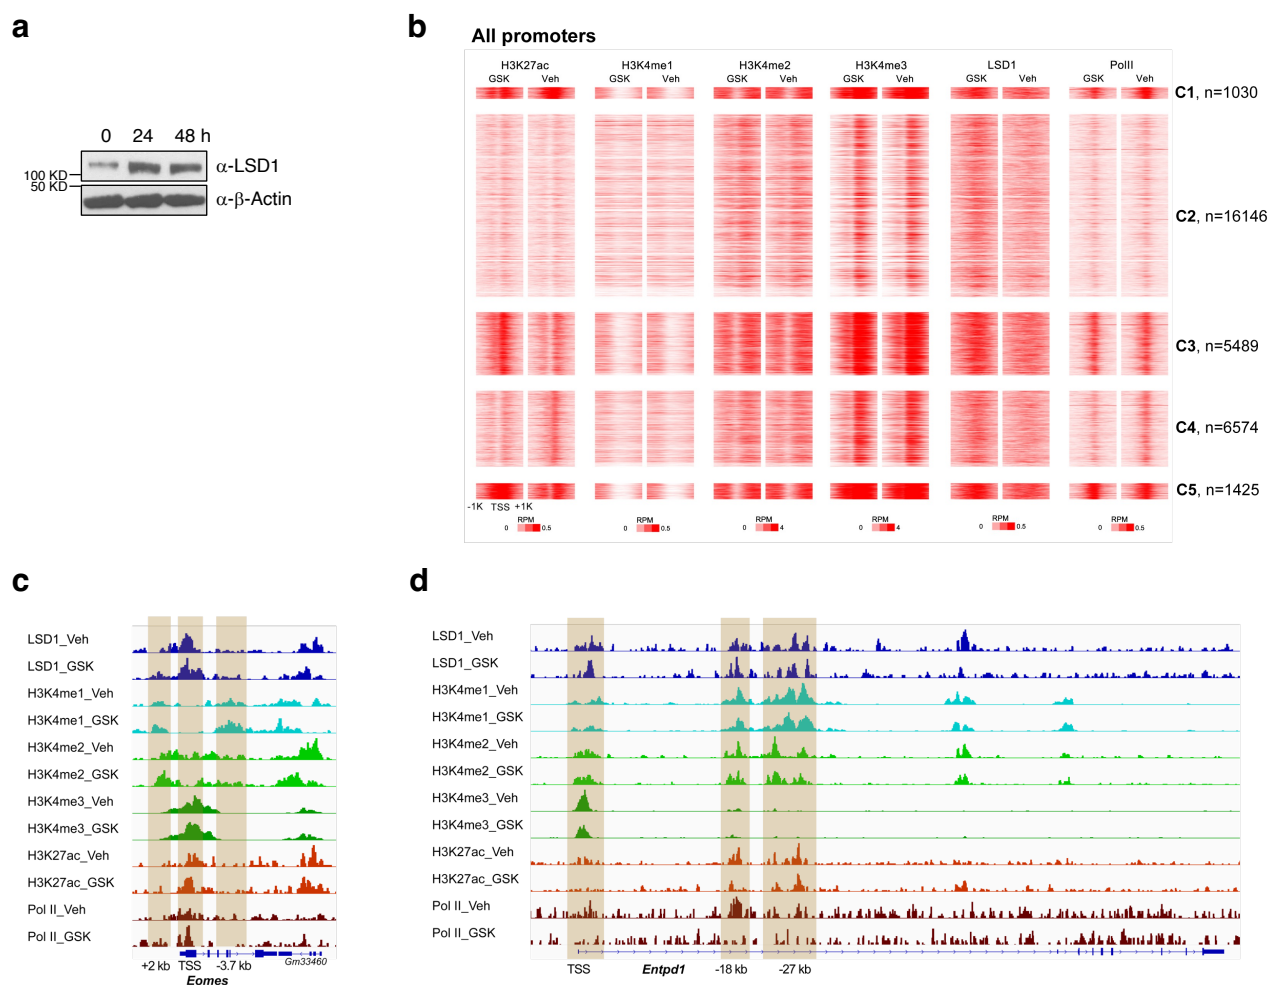

### Supplementary Fig. 4 Epigenetic regulation of *Eomes* and *Entpd1* by LSD1 inhibition.

**a** Immunoblot of LSD1 in CD8<sup>+</sup> T cells stimulated with anti-CD3/anti-CD28 for 24 or 48 h. Source data are provided as a Source Data file.

**b** Heatmaps of ChIP-seq signals at all promoters (TSS  $\pm$  1 kb) in GSK- or Veh-treated CD8<sup>+</sup> T cells, generated by K-means clustering on H3K27ac signals.

**c, d** IGV snapshots showing ChIP-seq tracks at genomic loci of *Eomes* (**c**) and *Entpd1* (**d**).

The presented data are from one of two repeated experiments (**a–d**).

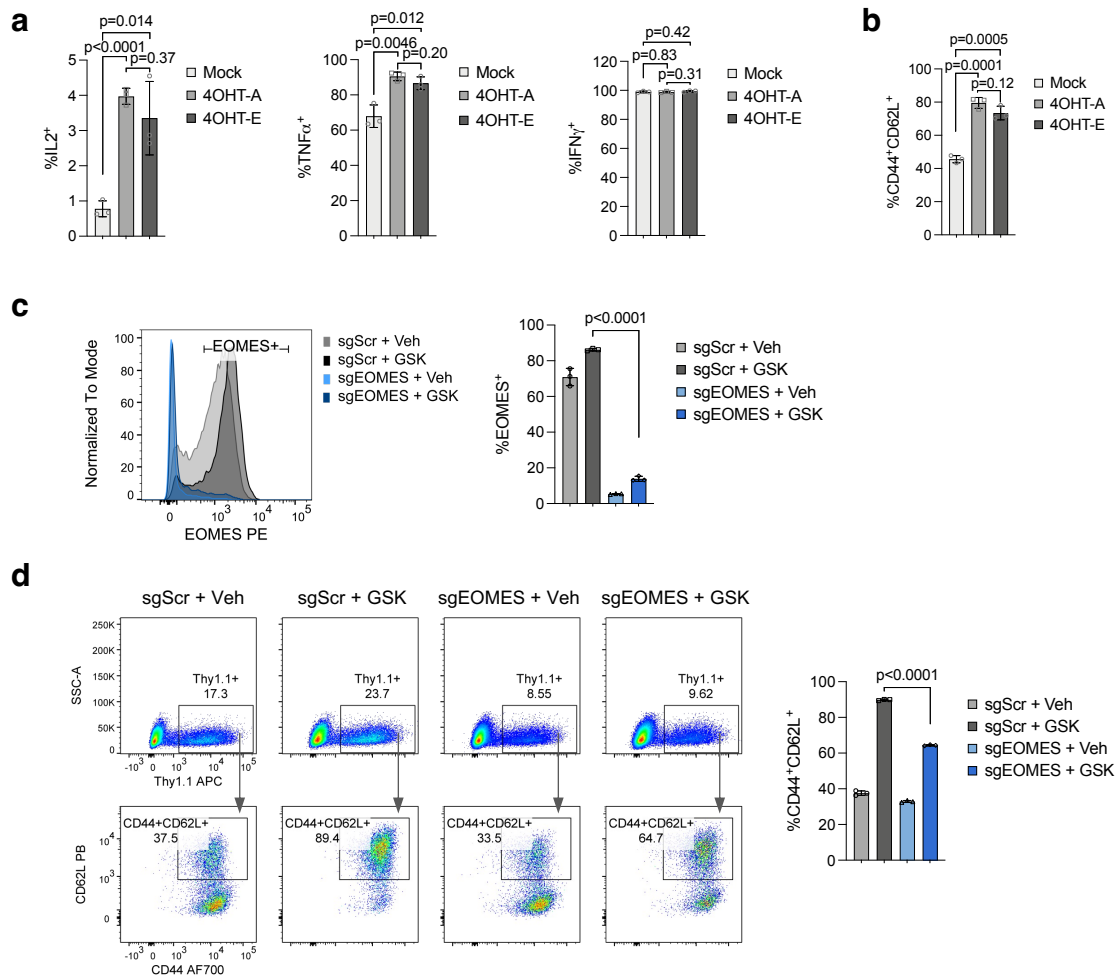

**Supplementary Fig. 5 LSD1 inhibition promotes the central memory phenotype of CD8<sup>+</sup> T cells in part through EOMES.**

**a, b** Flow cytometry analysis of cytokine production (**a**) and percentages of CD44<sup>+</sup>CD62L<sup>+</sup> cells (**b**) in *Rosa26<sup>Cre-ERT2</sup>Lsd1<sup>ff</sup>* CD8<sup>+</sup> T cells treated with 4-OHT during the 2-day activation period (4OHT-A) or the 3-day expansion period (4OHT-E) (n=3).

**c, d** Flow cytometry analysis of percentages of EOMES<sup>+</sup> cells (**c**) and CD44<sup>+</sup>CD62L<sup>+</sup> cells (**d**) in *Rosa26-Cas9* CD8<sup>+</sup> T cells transduced with sgScramble or sgEOMES and treated with GSK or Veh (n=3).

Data in this figure are presented as mean  $\pm$  SD and are representative of three independent experiments (**a–d**). Statistical significance was determined by two-sided unpaired t test (**a–d**). Source data are provided as a Source Data file.

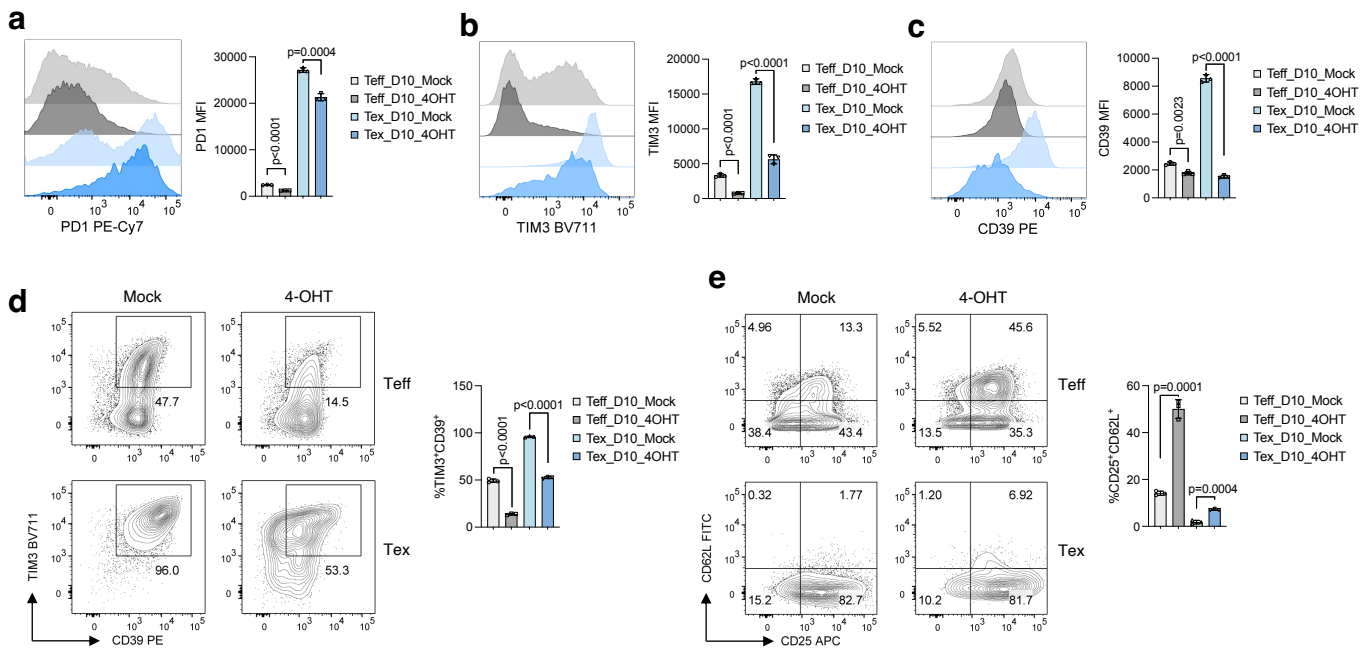

**Supplementary Fig. 6 LSD1 ablation suppresses the *in vitro* induction of T cell exhaustion.**

**a–c** Flow cytometry analysis of PD-1 (**a**), TIM-3 (**b**), and CD39 (**c**) expression in *Rosa26<sup>Cre-ERT2</sup>Lsd1<sup>f/f</sup>* CD8<sup>+</sup> T cells after repeated stimulation with anti-CD3 (Tex) or continuous IL-2 expansion (Teff), with or without 4-OHT treatment during the initial TCR stimulation period (n=3).

**d, e** Percentages of TIM-3<sup>+</sup>CD39<sup>+</sup> cells (**d**) and CD25<sup>+</sup>CD62L<sup>+</sup> cells (**e**) detected by flow cytometry (n=3).

Data in this figure are presented as mean  $\pm$  SD and are representative of two independent experiments (**a–e**). Statistical significance was determined by two-sided unpaired t test (**a–e**). Source data are provided as a Source Data file.

Supplementary Figure 7

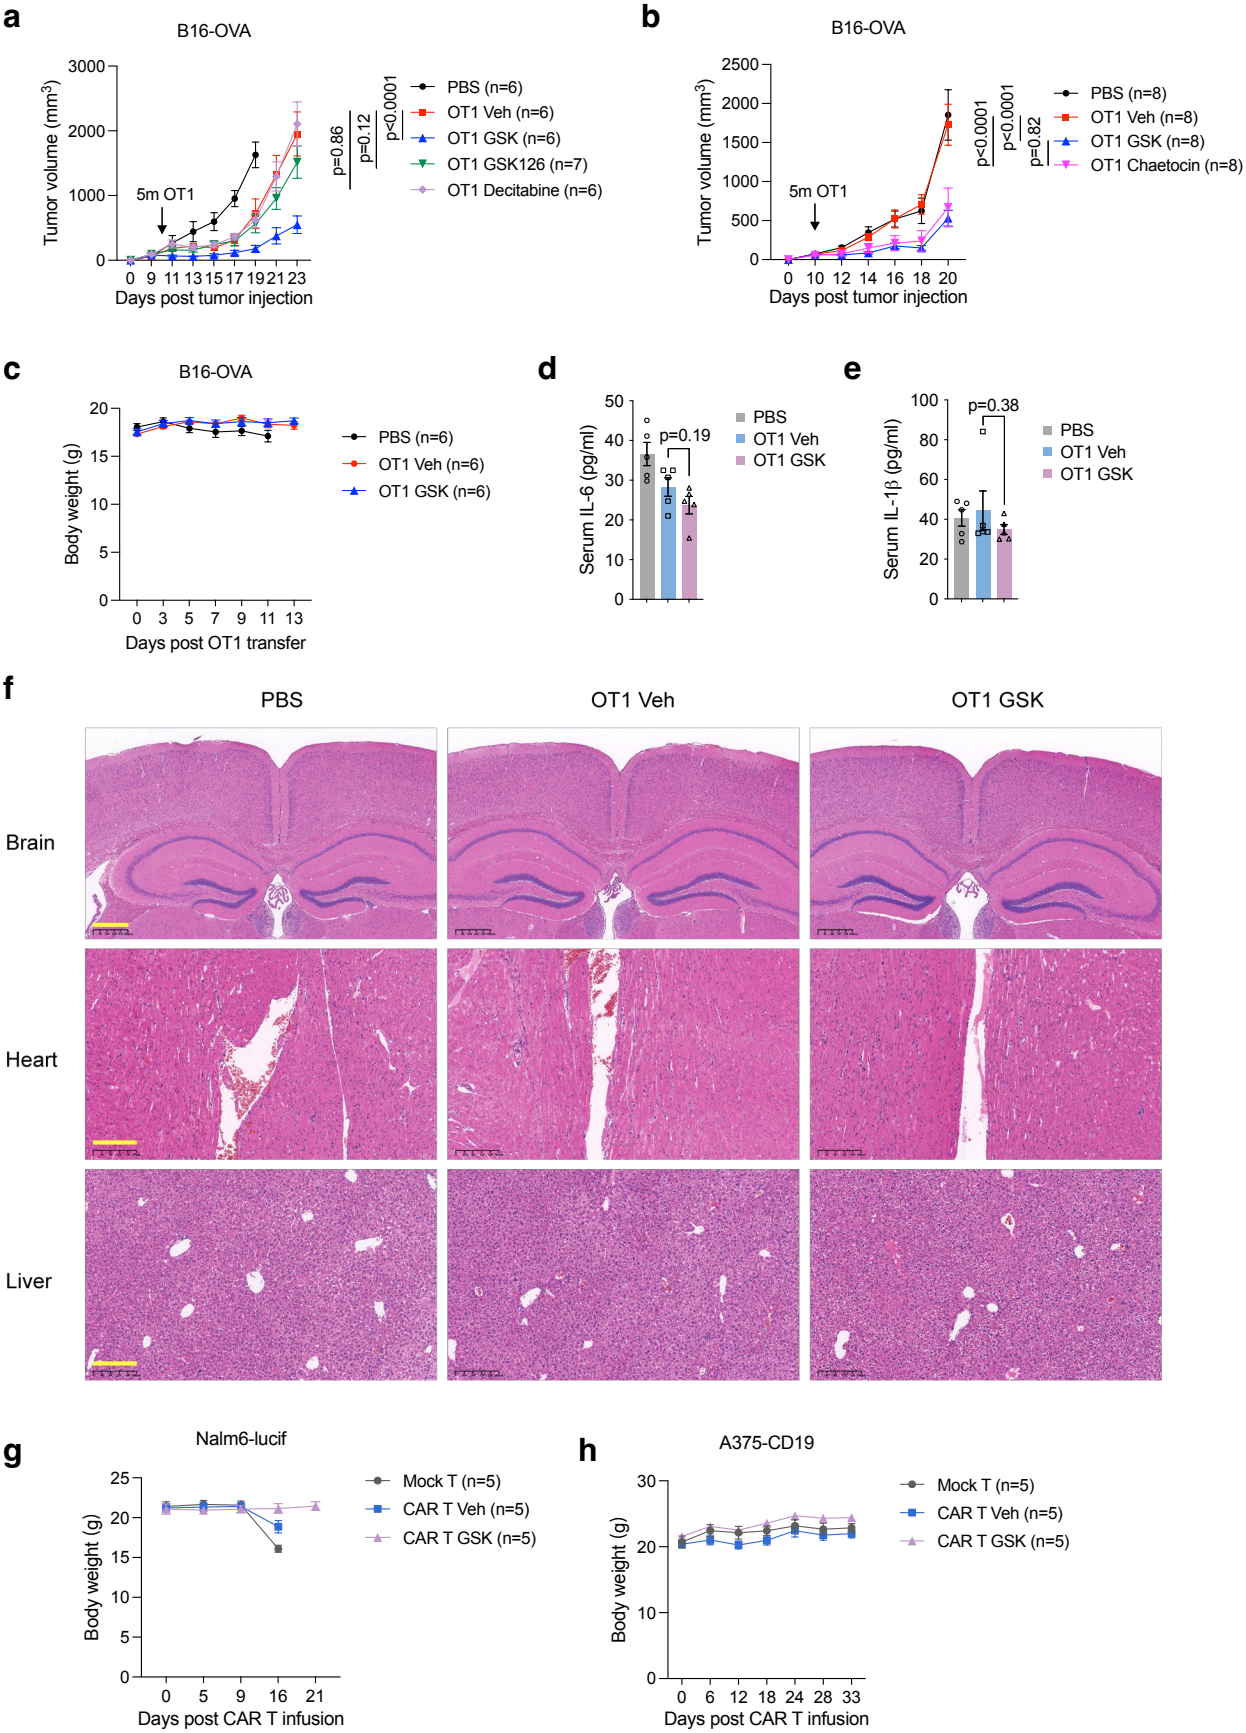

**Supplementary Fig. 7 GSK Priming of T cells produces a superior antitumor effect without leading to toxicities.**

**a, b** Tumor growth curves of mice subcutaneously inoculated with B16-OVA tumor cells and transferred with 5 million OT1 cells primed with different epigenetic inhibitors (n=6–8 mice per group as indicated).

**c** Body weights of B16-OVA tumor-bearing mice after transfer with 5 million GSK- or Veh-primed OT1 cells, or PBS (n=6 mice per group).

**d, e** ELISA quantification of serum IL-6 (**d**) and IL-1 $\beta$  (**e**) two weeks after OT1 cell transfer (n=5 mice per group).

**f** Representative histological sections of the brain, heart, and liver collected from recipient mice two weeks after OT1 cell transfer (n=3 mice per group). Scale bars, 400  $\mu$ m for the brain and 200  $\mu$ m for the heart and liver.

**g, h** Body weights of NCG mice carrying Nalm6-lucif leukemia (**g**) or A375-CD19 melanoma (**h**) after infusion of GSK- or Veh-primed CD19-CAR T cells, or mock T cells (n=5 mice per group).

Data are presented as mean  $\pm$  SEM (**a–e, g, h**). Statistical significance was determined by two-way ANOVA (**a, b**) or two-sided unpaired t test (**d, e**). Source data are provided as a Source Data file.

# Supplementary material for: Priming with LSD1 inhibitors promotes the persistence and antitumor effect of adoptively transferred T cells
**Source:** Nat Commun. 2024 May 21;15:4327. doi: 10.1038/s41467-024-48607-4
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Differential enhancers were found using the edgeR R package based on H3K27ac ChIP-seq signals with a p value cutoff at 0.05 and more than 3-fold changes in either condition. K-means clustering of enhancer heatmaps was done using Cluster3 on center  $\pm 3$  bins signals of H3K4me1 heatmaps, all heatmaps were plotted in this same order on center  $\pm 1$  kb.

For deriving heatmaps of ChIP-seq signals, anchors plus flanking regions were binned equally to get a blank matrix (anchors  $\times$  bins). To compare between samples, reads from the same antibody analysis were normalized by random pick. Normalized read pairs were mapped to each genomic bin with the bedtools intersect function to obtain read counts in each bin for the whole matrix. To normalize for sequencing depth, values in the matrix were divided by library sizes in millions to obtain reads per million per covered bin (RPMPG or RPM), which was then visualized with Java TreeView to derive heatmaps. Average profiles of the ChIP-seq data were calculated and plotted using mean values of bins at the same distances from specific anchors. K-means clustering of ChIP-seq heatmaps was done using Cluster3 on center  $\pm 3$  bins signals of appropriate heatmaps. K-means clustering of promoter heatmaps was done using Cluster3 on TSSs  $\pm 3$  bins signals of H3K27ac or H3K4me2 heatmaps, all heatmaps were plotted in this same order on TSSs  $\pm 1$  kb.

For flow cytometry: Data were analyzed using FlowJo (10.4).

For analysis of other data:

Statistical analyses were performed using GraphPad Prism (version 9.4) and statistical significance was determined by  $p < 0.05$ . A two-sided unpaired or paired Student's t-test was used for comparisons between the two groups. A two-way ANOVA test was used for multiple comparisons of tumor growth. A Log-rank (Mantel-Cox) test was used for comparing survival curves. Statistical data from experimental, biological, or technical replicates were presented as mean  $\pm$  SEM or SD. The number of replicates and the statistical test used were indicated in the corresponding figure legends.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes: GSE248892 and GSE248891. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Sex and gender were not considered in the experimental design.

Reporting on race, ethnicity, or other socially relevant groupings

Race, ethnicity, or other socially relevant groups were not considered in this study.

Population characteristics

Healthy adults

Recruitment

Healthy volunteers were recruited for donating 10 ml peripheral blood.

Ethics oversight

The protocol involves the use of human peripheral blood was approved Clinical Research Ethics Committee of the First Affiliated Hospital, College of Medicine, Zhejiang University (reference No. 2023-0349).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Group sizes for mouse experiments were determined empirically based on prior knowledge of the intra-group variation of tumor growth and drug treatment. We used different sample size for different tumor models and different types of experiments, based on previously published work (PMIDs: 33687985, 34819502). For in vitro experiments (T cell killing assay and flow cytometry analysis), sample sizes were determined empirically based on previous publications or protocols (PMIDs: 36002574, 34819502).

Data exclusions

No data were excluded from the analyses.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

### Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE248891.

Files in database submission

OT1\_ChIP\_GSK\_H3K4me1\_R1.fq.gz  
OT1\_ChIP\_GSK\_H3K4me1\_R2.fq.gz

OT1\_ChIP\_GSK\_H3K4me2\_R1.fq.gz  
 OT1\_ChIP\_GSK\_H3K4me2\_R2.fq.gz  
 OT1\_ChIP\_GSK\_Input1\_R1.fq.gz  
 OT1\_ChIP\_GSK\_Input1\_R2.fq.gz  
 OT1\_ChIP\_GSK\_LSD1\_R1.fq.gz  
 OT1\_ChIP\_GSK\_LSD1\_R2.fq.gz  
 OT1\_ChIP\_veh\_H3K4me1\_R1.fq.gz  
 OT1\_ChIP\_veh\_H3K4me1\_R2.fq.gz  
 OT1\_ChIP\_veh\_H3K4me2\_R1.fq.gz  
 OT1\_ChIP\_veh\_H3K4me2\_R2.fq.gz  
 OT1\_ChIP\_veh\_Input1\_R1.fq.gz  
 OT1\_ChIP\_veh\_Input1\_R2.fq.gz  
 OT1\_ChIP\_veh\_LSD1\_R1.fq.gz  
 OT1\_ChIP\_veh\_LSD1\_R2.fq.gz  
 OT1\_ChIP\_GSK\_Input2\_R1.fq.gz  
 OT1\_ChIP\_GSK\_Input2\_R2.fq.gz  
 OT1\_ChIP\_GSK\_H3K4me3\_R1.fq.gz  
 OT1\_ChIP\_GSK\_H3K4me3\_R2.fq.gz  
 OT1\_ChIP\_GSK\_H3K27ac\_R1.fq.gz  
 OT1\_ChIP\_GSK\_H3K27ac\_R2.fq.gz  
 OT1\_ChIP\_GSK\_PolII\_R1.fq.gz  
 OT1\_ChIP\_GSK\_PolII\_R2.fq.gz  
 OT1\_ChIP\_veh\_Input2\_R1.fq.gz  
 OT1\_ChIP\_veh\_Input2\_R2.fq.gz  
 OT1\_ChIP\_veh\_H3K4me3\_R1.fq.gz  
 OT1\_ChIP\_veh\_H3K4me3\_R2.fq.gz  
 OT1\_ChIP\_veh\_H3K27ac\_R1.fq.gz  
 OT1\_ChIP\_veh\_H3K27ac\_R2.fq.gz  
 OT1\_ChIP\_veh\_PolII\_R1.fq.gz  
 OT1\_ChIP\_veh\_PolII\_R2.fq.gz  
 GSK\_ChIP\_H3K4me1\_normbyinput.qnorm\_100bp.bw  
 GSK\_ChIP\_H3K4me2\_normbyinput.qnorm\_100bp.bw  
 GSK\_ChIP\_H3K4me3\_normbyinput.qnorm\_100bp.bw  
 GSK\_ChIP\_H3K27ac\_normbyinput.qnorm\_100bp.bw  
 GSK\_ChIP\_LSD1\_normbyinput.qnorm\_100bp.bw  
 GSK\_ChIP\_polII\_normbyinput.qnorm\_100bp.bw  
 Veh\_ChIP\_H3K4me1\_normbyinput.qnorm\_100bp.bw  
 Veh\_ChIP\_H3K4me2\_normbyinput.qnorm\_100bp.bw  
 Veh\_ChIP\_H3K4me3\_normbyinput.qnorm\_100bp.bw  
 Veh\_ChIP\_H3K27ac\_normbyinput.qnorm\_100bp.bw  
 Veh\_ChIP\_LSD1\_normbyinput.qnorm\_100bp.bw  
 Veh\_ChIP\_polII\_normbyinput.qnorm\_100bp.bw  
 GSK\_ChIP\_H3K4me1\_p0.001\_peaks.broadPeak  
 GSK\_ChIP\_H3K4me2\_p0.001\_peaks.broadPeak  
 GSK\_ChIP\_H3K4me3\_p0.001\_peaks.broadPeak  
 GSK\_ChIP\_H3K27ac\_p0.001\_peaks.broadPeak  
 GSK\_ChIP\_LSD1\_p0.001\_peaks.narrowPeak  
 GSK\_ChIP\_polII\_p0.001\_peaks.narrowPeak  
 Veh\_ChIP\_H3K4me1\_p0.001\_peaks.broadPeak  
 Veh\_ChIP\_H3K4me2\_p0.001\_peaks.broadPeak  
 Veh\_ChIP\_H3K4me3\_p0.001\_peaks.broadPeak  
 Veh\_ChIP\_H3K27ac\_p0.001\_peaks.broadPeak  
 Veh\_ChIP\_LSD1\_p0.001\_peaks.narrowPeak  
 Veh\_ChIP\_polII\_p0.001\_peaks.narrowPeak

Genome browser session  
(e.g. [UCSC](#))

mm10

## Methodology

Replicates

ChIP-seq experiments were repeated twice.

Sequencing depth

All replicates of ChIP-Seq are sequenced to a depth > 20 millions as paired-end reads.  
 GSK\_H3K4me1\_Brep1, Unique Pairs:34966852, Unique Unpaired:98759, Duplicate Pairs Optical:1707196, Duplicate Pairs Nonoptical:15726672, Duplicate Unpaired:156807, Unmapped:6018730  
 GSK\_H3K4me2\_Brep1, Unique Pairs:13435886, Unique Unpaired:35470, Duplicate Pairs Optical:678270, Duplicate Pairs Nonoptical:7104726, Duplicate Unpaired:64386, Unmapped:2842460  
 GSK\_Input\_Brep1, Unique Pairs:44848894, Unique Unpaired:75705, Duplicate Pairs Optical:2256964, Duplicate Pairs Nonoptical:29897842, Duplicate Unpaired:134053, Unmapped:424446  
 GSK\_LSD1\_Brep1, Unique Pairs:25490048, Unique Unpaired:50647, Duplicate Pairs Optical:1251350, Duplicate Pairs

Nonoptical:14904616, Duplicate Unpaired:95003, Unmapped:17718144  
 Veh\_H3K4me1\_Brep1, Unique Pairs:26497938, Unique Unpaired:78932, Duplicate Pairs Optical:1245728, Duplicate Pairs Nonoptical:11029782, Duplicate Unpaired:101312, Unmapped:3762108  
 Veh\_H3K4me2\_Brep1, Unique Pairs:17510982, Unique Unpaired:46952, Duplicate Pairs Optical:914880, Duplicate Pairs Nonoptical:9171438, Duplicate Unpaired:78384, Unmapped:3711100  
 Veh\_Input\_Brep1, Unique Pairs:46068930, Unique Unpaired:83307, Duplicate Pairs Optical:1946232, Duplicate Pairs Nonoptical:25174566, Duplicate Unpaired:99828, Unmapped:368721  
 Veh\_LSD1\_Brep1, Unique Pairs:27767120, Unique Unpaired:43327, Duplicate Pairs Optical:1508050, Duplicate Pairs Nonoptical:16138646, Duplicate Unpaired:88774, Unmapped:16578041  
 GSK\_H3K27ac\_Brep1, Unique Pairs:24638112, Unique Unpaired:12232, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:1774466, Duplicate Unpaired:2883, Unmapped:3649895  
 GSK\_H3K4me3\_Brep1, Unique Pairs:70188388, Unique Unpaired:15918, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:3940040, Duplicate Unpaired:12942, Unmapped:3194404  
 GSK\_Input\_Brep2, Unique Pairs:26066400, Unique Unpaired:7623, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:1549942, Duplicate Unpaired:1713, Unmapped:21922  
 GSK\_polIII\_Brep1, Unique Pairs:63470974, Unique Unpaired:17808, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:5937116, Duplicate Unpaired:5882, Unmapped:5598186  
 Veh\_H3K27ac\_Brep1, Unique Pairs:83498964, Unique Unpaired:13371, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:8486964, Duplicate Unpaired:5657, Unmapped:6791084  
 Veh\_H3K4me3\_Brep1, Unique Pairs:67192624, Unique Unpaired:9644, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:4194808, Duplicate Unpaired:8858, Unmapped:3641622  
 Veh\_Input\_Brep2, Unique Pairs:38947214, Unique Unpaired:5706, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:3108288, Duplicate Unpaired:1923, Unmapped:22465  
 Veh\_polIII\_Brep1, Unique Pairs:45459164, Unique Unpaired:9237, Duplicate Pairs Optical:0, Duplicate Pairs Nonoptical:4944522, Duplicate Unpaired:3709, Unmapped:6812580

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Tumors were collected on day 5 or day 8 post adoptive T cell transfer and cut into 2 mm-sized pieces in RPMI1640 medium with the addition of type I collagenase (Worthington Biochemical Corporation, LS004194) and DNase I (Sigma-Aldrich, 10104159001). Tumor tissues were then digested at 37 °C for 20 ~ 30 min and passed through a 70 µm cell strainer to obtain

a single-cell suspension. To enrich leukocytes, samples were spun through a Percoll (GE Healthcare Life Sciences, 17-0891-01) gradient for 20 min at 2,000 rpm without brake. Tumor-infiltrating leukocytes were collected from the interface of the 40% and 70% Percoll gradient, stained, and analyzed for fluorescent markers. In vitro cultured cells were collected by centrifugation and stained with fluorescent antibodies for flow cytometry analysis. 7-AAD (BioLegend, 420404) or Zombie NIR dye (BioLegend, 423106) was used to exclude dead cells.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

### Statistical modeling & inference

Statistic type for inference

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*(See [Eklund et al. 2016](#))

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).***Models & analysis**

n/a

Involved in the study

☐

Functional and/or effective connectivity

☐

Graph analysis

☐

Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

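RNA was measured in CD8+ T cells of OT1 mice after 5 days in culture, in 3 samples treated with GSK at 0.5 μM and 3 treated with vehicle. The authors mapped the reads to GRCm38 with hisat2 and counted them per gene with HTSeq-count, and the deposited values are whole counts, not normalized. The paper's text does not name the annotation release or whether the counting used the strand, so counts of genes with overlapping regions are uncertain, and the overlap is stated once for each tested gene named. The authors also computed FPKM and called genes with DESeq2 at a fold change over 1.5 and a q-value under 0.05.

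From the deposited counts, groups were compared in R (version 4.3.3) with edgeR (version 4.0.16), using the robust quasi-likelihood test, TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p under 0.05 and a fold change over 1.5 were called. Standard errors of log2 fold changes were derived from the test statistic. DESeq2 (version 1.42.0) was run as an alternative. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes. GO terms came from the deposited table and were tested by a one-sided Fisher's exact test against the tested genes with a term. The 6 own gene sets, written before the data were examined, were tested with camera in limma (version 3.58.1) at an inter-gene correlation of 0.01. The set of hypoxia-inducible factor targets and its alternatives were chosen after seeing the data.

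The genes named were set beforehand as every gene of Fig. 1d, Slamf6, Il2, Kdm1a, Cd44 and Mki67, another gene that is not reported here, and the 5 upregulated and 5 downregulated genes with the smallest p among called genes with a mean count of at least 50 whose groups did not overlap. Members of GO terms, overlapping and neighbouring genes, Rpl38, Rps27a and Ndufa12 were named after their values were seen. Coordinates are those of GRCm38 from a RefSeq gene table matched by Entrez identifier. Both groups use replicate numbers 1 to 3 in the sample labels. The paper's text names 3 separate mice and does not say whether same-numbered cultures came from one mouse, so the replicate number was used as a block only in an alternative.

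The total counts per sample lay between 18288447 and 19846720, so low genes such as Il2, Id1 and Stab1 were not tested. The alternatives were DESeq2, RLE size factors, 2 other filters on low counts, the replicate block, a test of the fold change against 1.5, the adjusted p alone, and leaving out each sample. The principal components were also computed on all tested genes, with a prior count of 0.5, with each gene scaled to unit variance and on DESeq2's transformed counts, the GO terms with all annotated genes as background and with terms of 10 to 200 genes, and the own gene sets by the rotation test fry and, chosen after seeing the data, by fry with the replicate block and by camera with an estimated correlation. The tests were checked on simulated counts for 11698 genes with 200 changed, of which edgeR recovered 96.5% with 5 false calls. All changes put in were past the fold change of 1.5, and the other genes were left unchanged. The real data hold many smaller changes, so these rates do not apply to genes near that cutoff. ChIP-seq and flow cytometry were not analysed here, apart from the paper's own flow cytometry values given as such among the observations.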

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

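The tests on genes that differ by replicate number, on interferon gene families, on the hypoxia gene set and on correlation between the genes of a set, the GC and length tests of the hypoxia and interferon sets and of the single genes, and the test of markers among upregulated genes, were chosen only after those results were seen. With 3 samples per group, no sample was tested as an outlier.

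Of the 5 upregulated and 5 downregulated genes with the smallest p-values under the rule for named genes, all but Eomes lie outside those the paper discusses. Cdc42bpb rose the most of these (log2 fold change 2.79, adjusted p = 4.5e-10, edgeR), from 6.41 ± 0.307 CPM (SD, n = 3) in Veh to 44.4 ± 1.59 CPM in GSK. Pld4 (1.82), Klrc1 (1.48) and Gfi1 (1.33) also rose in log2 fold change, and Vegfa (-1.24), Foxo3 (-0.86), Impa2 (-0.73), Ddit4 (-0.70) and Prkch (-0.69) fell. In each, all 3 GSK samples lay on one side of all 3 Veh samples, which the choice of genes required. All 9 genes stayed past both thresholds after correction for GC content and after correction for transcript length. The regions of Prkch, Foxo3 and Impa2 overlap predicted genes, so their counts are uncertain. Klrc1 has close relatives in its gene family, and its transcripts share stretches of 31 bases with those of the neighbouring Klrc2, so its change cannot be told apart from reads shared between them. For the called genes as a whole, 98.4% of calls remained after the GC correction, 96.9% after the length correction and 96.5% after every sample was thinned to the smallest total, a share of the 735 calls still tested, since 4 fell below the filter. Across genes, which are not independent replicates, log2 fold changes had a Spearman rho of -0.0053 with GC content and -0.10 with length, so the GC correction had little to remove. With the replicate block, 98.4% and 95.9% of that fit's calls remained after the GC and length corrections. The share of the 10 most counted genes differed between groups by 0.240 percentage points. Markers of B cells and myeloid cells made up 0.418% of downregulated genes (H2-Ab1 and Fcgr3) and 1.15% of upregulated genes (Cd22, Cd74 and Tyrobp), which are named here after their values were seen. The test asked for a share over 10%, which the 15 tested markers could not reach, so these shares cannot tell the changes apart from RNA of such cells. Markers of one cell type moved in both directions, however, with log2 fold changes of 2.65 for Cd22 and -1.19 for H2-Ab1 among B cell markers and 1.43 for Tyrobp and -1.21 for Fcgr3 among myeloid markers. The regions of Cd74 and Fcgr3 overlap small RNA genes. Of the 7 tested B cell markers, 5 were higher, and as a set they passed the rotation test with the replicate block (adjusted p = 0.022, limma) but not camera (0.50 without the block), so RNA of B cells is not ruled out. Of the 10 splits of the 6 samples, 4 part every same-numbered pair, and 1 of these 4, the real one, gave as many upregulated genes, and likewise downregulated genes, enriched GO terms and calls in each Fig. 1d group (effector molecules, chemokines, inhibitory receptors, and transcription factors up or down). The other 6 splits keep a same-numbered pair together. With 4 splits the share cannot go under 1 in 4, so this count cannot decide on its own. Each of the 9 other splits gave 0 upregulated and 0 downregulated genes, with 67 to 583 genes at an unadjusted p under 0.05 against 5026 in the real one. These splits put GSK and Veh samples on both sides, which adds the treatment difference to the spread within a side. This comparison therefore cannot decide either.

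Targets of the hypoxia-inducible factors were lower in GSK. The set was written after Vegfa, Ddit4 and other targets had been seen to fall, without those genes, but also after GO terms of the downregulated genes, cellular response to hypoxia among them, had been seen, so it is not independent of the pattern. That GO term held 9 downregulated genes of 54 and did not pass (adjusted p = 0.17 by one-sided Fisher's exact test). The set's 32 tested genes had a median log2 fold change of -0.38 and 0 of them were higher, or 1 without Veh replicate 3. By limma's camera test across genes, p was 3.55e-14, and 8.13e-13 with the replicate block. This p rests on an assumed correlation of 0.01 between genes, so it cannot be taken at its size. All 9 other splits of the samples also gave a p under 0.05 (from 1.2e-07 to 0.0056). These splits keep part of the treatment difference, with set medians from -0.17 to -0.076, so their p-values do not show what chance gives. With the correlation between genes estimated from the data in place of 0.01, camera gave a p of 0.034, and 0.10 with the block, which did not pass. By the rotation test, which allows for genes that move together and asks whether these genes changed, not whether they changed more than others, p was 2.4e-04, and 0.0072 with the block. The smallest rotation p of the other splits was 0.38. This comparison cannot decide either, since those splits leave the rest of the treatment difference within each side. Without the genes annotated to any of the 20 GO terms seen, the 19 genes left had a median of -0.30 and a rotation p of 3.2e-04, and 0.0082 with the block. The set fell in all 3 same-numbered pairs (medians -0.37, -0.31 and -0.43). The median kept 102% of its size after the GC correction and 110.5% after the length correction. Of the 4 splits that part every pair, 1 gave as small a camera p, the real one, a count that cannot decide. Hif1a RNA itself, whose region overlaps the predicted gene Gm15283, was slightly higher (log2 fold change 0.15, adjusted p = 0.0095, edgeR, and up to 0.064 with one sample left out). As a hypothesis, GSK may lower the activity of these factors. A difference in cell density or oxygen between the cultures was not tested and cannot be told apart from it.

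Interferon-stimulated genes had a median log2 fold change of 0.26, with 22 of 28 genes higher. Their adjusted p was 0.14 without and 3.3e-04 with the replicate block (camera, over 6 sets). Over all alternatives it ran from 3.3e-04 to 0.96, and the rotation test gave 0.66. The median was above 0 in all 3 same-numbered pairs (0.16, 0.22 and 0.34). Without the Ifit and Oas families, whose members could share reads, the set's p with the block was 0.0018, and the GC correction left 102% of the median. At an adjusted p under 0.05 from edgeR, 15 of the genes were higher and 1 lower with the block, and 2 were higher without it. With the correlation between genes estimated from the data, camera gave adjusted p-values of 0.96 without and 0.86 with the block, and the rotation test with the block gave 0.073. Of the 4 splits that part every pair, 2 gave as small a camera p with the block. This count cannot decide, since each of the other 3 splits keeps 2 of the 3 pairs in the real direction or its mirror, so the rise cannot be told apart from a difference that arose by chance.

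Expression of 25 genes differed between replicate numbers in both groups (edgeR, adjusted p under 0.05). Of these, 12 are in the interferon set, and 19 were lowest in replicate 3 of both groups. Rpl38, chosen after its values were seen, had counts of 4453, 4641 and 7718 in Veh replicates 1 to 3 and 4538, 4707 and 7232 in GSK replicates 1 to 3. If same-numbered cultures shared a mouse, the labelled pairing was expected to give more such genes than each other pairing. It did not, since of the 5 other pairings one gave 404 genes and another 145. The pairing with 404 genes swaps numbers 1 and 2 and keeps replicate 3 matched. It therefore does not bear on a shared mouse for replicate 3 alone. Another pairing can also hold more genes for other reasons, so these counts cannot decide. Under the labelled pairing, replicate 3 stood apart from the other two in both groups in 23 of the genes, replicate 1 in 1 and replicate 2 in 1. These last were Rps27a, with counts of 7737, 12717 and 12602 in Veh and 8500, 12376 and 13535 in GSK, and Ndufa12, with 1028, 746 and 1114 in Veh and 1344, 787 and 1408 in GSK, in the order of the numbers and chosen after their values were seen. The region of Rps27a overlaps Clhc1. Of the genes, 7 lie on chromosome 11 and 6 on chromosome 5 (Fisher's exact test, one-sided, adjusted p over chromosomes = 0.041 for each), though neighbouring members of one family are not independent. A shared mouse for the numbers, or for replicate 3 alone, can therefore neither be shown nor ruled out. The differences between numbers did not follow GC content (largest absolute Spearman rho across genes 0.0982).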

How the results depend on the processing

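The alternatives were set before the data were examined, except the regularized log and variance stabilized counts for the principal components, and the replicate block, the leave-one-out fits and the absence of a limit on term size for GO terms, the estimated correlation and the rotation test with the block for the own gene sets, and every alternative for the hypoxia-inducible factor targets, which were chosen after seeing the data.

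The numbers of called genes stayed within 1.5 times the values reported with DESeq2 (234 up, 416 down), RLE size factors, both other filters, the replicate block and each sample left out (from 224 to 291 up and from 403 to 547 down). DESeq2 and edgeR shared 634 calls. Testing the fold change against 1.5 left 69 upregulated and 65 downregulated genes, 3 effector molecules, 2 chemokines, 0 inhibitory receptors and 0 lower transcription factors. Beside these counts of 0, 5026 genes had an unadjusted p under 0.05 against no change. The adjusted p alone gave 1941 and 1819 genes, 5 lower inhibitory receptors, and 4 higher and 7 lower transcription factors. Transcription factors called up ranged from 1 to 2 across the 6 fits that each left out one sample. The gene added was Id2, whose log2 fold change of 0.573 lay just under that of a 1.5-fold change. Its value was 0.602, 0.588 and 0.595 without Veh replicate 2, GSK replicate 1 and GSK replicate 2, the fits that called it.

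The share of the first component was 84.6% with regularized log counts and 82.2% with variance stabilized counts, and from 50.8 to 64.4% with one sample left out. Enriched GO terms numbered 10 against all annotated genes, 17 with no limit on term size, 31 with the replicate block and from 10 to 17 with one sample left out. With one sample left out, the adjusted p of tumor necrosis factor receptor binding ran from 0.0081 to 0.063 and that of positive regulation of chemokine production from 1.6e-04 to 0.052, and each failed in 2 of the 6 fits. Positive regulation of osteoclast differentiation failed in 2 (from 0.018 to 0.16) and cellular response to lipopolysaccharide in 5 (from 0.035 to 0.48). Cytokine activity held 13.4 times the share expected with DESeq2 and 5.13 times against all annotated genes, and passed in both.

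The own gene sets were also tested by rotation (fry in limma), under which none of the 6 passed without the replicate block. With it, the B cell markers did (adjusted p = 0.022, median log2 fold change 0.49). None of the 6 passed with camera and an estimated correlation, where the smallest adjusted p was 0.86. The interferon-stimulated genes passed the threshold with the replicate block (median log2 fold change 0.26), and their median ran from 0.0029 to 0.43 with one sample left out. They also passed without Veh replicate 2 (adjusted p = 0.027, camera) and without GSK replicate 3 (0.0025). With one sample left out, the medians of the memory and progenitor genes ran from -0.34 to -0.15, those of the cell cycle genes from -0.0062 to 0.049 and those of the myeloid markers from -0.069 to 0.061. In the same fits, the medians of the B cell markers ran from 0.22 to 0.60. Over the 6 B cell markers with at least 10 counts in every sample, the median was 0.28. The marker that filter dropped was Cd22 (log2 fold change 2.65), at 4 and 8 counts in Veh replicates 1 and 3. The cause of the ranges with one sample left out was not tested. The hypoxia-inducible factor targets kept their direction under each of their alternatives, with medians from -0.41 to -0.37 with one sample left out and of -0.30 without the genes of the GO terms seen. With the correlation between genes estimated and the replicate block, their camera p was 0.10 (median -0.38) and no longer passed.

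Of 672 results for 56 single genes under the alternatives, 606 kept their direction and side of the threshold, 53 became weaker, 9 stronger and 4 reversed. The reversals were of Tnfsf10 (from -0.092 to 0.072 with one sample left out) and Id3 (from -0.28 to 0.018), neither of which passed the threshold. Ccl3, Ccl4 and Cxcl10 were at a few CPM, and whether depth limits their results was not tested. With one sample left out, the adjusted p from edgeR reached up to 0.0016 for Ccl4, 0.018 for Ccl3 and 0.14 for Cxcl10. Il2 had too few counts to be tested.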

Differences from the paper's values

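The first principal component held 56.0% of the variance here and the paper's value is about 85% in Fig. 1a, read by eye. The second held 20.4% here and about 8.6% in the paper's Fig. 1a. Of the alternatives set before the data were examined, scaling each gene (57.0%) and leaving out GSK replicate 3 (64.4%) brought the first component within 1.5 times, and none did so for the second. Regularized log counts from DESeq2, chosen after seeing the values, gave 84.6% and 8.59%.

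The enrichment of a GO term was computed as the share of upregulated genes with the term over the share of tested genes with it, and the paper's text does not define its score. For tumor necrosis factor receptor binding, it was 9.71 here and the paper's is about 27 in Fig. 1c, read by eye. For positive regulation of osteoclast differentiation, it was 10.9 here and the paper's is about 24 in Fig. 1c, read by eye. For positive regulation of chemokine production, it was 10.2 here and the paper's is about 21 in Fig. 1c, read by eye. For positive regulation of interleukin-1 beta production, it was 5.96 here and the paper's is about 18 in Fig. 1c, read by eye. For cellular response to lipopolysaccharide, it was 4.58 here and the paper's is about 8.4 in Fig. 1c, read by eye. For immune response, it was 5.46 here and the paper's is about 8.3 in Fig. 1c, read by eye. None of the alternatives set before the data were examined closed the gap for the other terms than immune response, for which DESeq2 did (6.93). With the replicate block and with Veh replicate 1, GSK replicate 1 or GSK replicate 3 left out, fits chosen after seeing the data, immune response also came within 1.5 times.

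Among inhibitory receptors, 1 gene was higher at an adjusted p under 0.05 here (Tigit, log2 fold change 0.25) and about 0 are marked so in the paper's Fig. 1d, read by eye. Without Veh replicate 2, GSK replicate 1 or GSK replicate 2, 0 genes were. With DESeq2 the gene that passed was Havcr2 (adjusted p = 0.048), and so it was with the replicate block (0.0017), and Tigit did not pass.

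Fig. 1d marks Xcl1 and Lag3 as different, and neither passed here (adjusted p = 0.082 and 0.10). Both passed this threshold with DESeq2 (0.0080 and 0.0025). With edgeR, Xcl1 passed without GSK replicate 2 (0.019) and Lag3 without Veh replicate 1 (0.0036). Adjusted over the genes of Fig. 1d alone, Xcl1 passed (0.043) and Lag3 did not (0.054). Hif1a and Runx1, whose regions overlap the predicted genes Gm15283 and Gm30281, are not marked there and passed here (adjusted p = 0.0095 and 0.027), though with one sample left out they reached up to 0.064 and 0.090. With DESeq2 Runx1 did not pass (0.086) and Hif1a did (0.0040). The replicate block gave the same outcome (0.051 for Runx1 and 0.031 for Hif1a).

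Fig. 1c lists positive regulation of interleukin-1 beta production, which did not pass here (adjusted p = 0.11 by Fisher's exact test). It passed with the replicate block (0.015), a fit chosen after seeing the data, and in none of the other fits run, with 0.059 for DESeq2 and 0.078 to 0.76 with one sample left out. The figure also lists positive regulation of killing of cells of other organism and plasma membrane, which lie outside the limits of 5 to 500 genes. Without these limits, chosen after seeing the data, their adjusted p-values were 0.044 and 0.0027. Against all annotated genes, where the killing term reaches the minimum, it did not pass (0.090).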

Other observations

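The tests of neighbouring genes, and the GC and length tests of the memory and progenitor genes, were chosen after those patterns were seen.

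Among the own set of 22 memory and progenitor genes, 6 were higher, and the median log2 fold change was -0.22. At an adjusted p under 0.05 from edgeR, 3 of the genes were higher and 8 lower, and with the replicate block 3 were higher and 9 lower. By limma's camera test the set did not pass after adjustment over the 6 sets (adjusted p = 0.12, unadjusted 0.020), nor with the replicate block (adjusted p = 0.12). It passed without Veh replicate 2 (0.027) and without GSK replicate 2 (0.015), and ran from 0.015 to 0.96 over all alternatives. Of the 4 splits that part every same-numbered pair, 2 gave as small a p, a count that cannot decide, since the other splits keep part of the treatment difference. The median kept 98.1% of its size after the GC correction and 115% after the length correction. Tcf7, whose region overlaps Skp1, was lower (log2 fold change -1.28, adjusted p = 0.012, edgeR).

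The cell cycle genes, B cell markers, myeloid markers and CD4 and regulatory T cell markers did not pass (adjusted p = 0.84, 0.50, 0.94 and 0.94, camera). The B cell markers passed in the rotation test with the replicate block (0.022), an alternative chosen after seeing the data. In the order of the sets, 3, 3, 4 and 2 of the 4 splits that part every same-numbered pair gave as small a p. Mki67 RNA was slightly lower (log2 fold change -0.17, adjusted p = 0.0077, edgeR) and Cd44 RNA, whose region overlaps the predicted gene Gm23731, did not differ (adjusted p = 0.43). Kdm1a, which encodes LSD1 and overlaps Luzp1, did not differ (log2 fold change -0.092, adjusted p = 0.22).

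The paper reports GzmB and TIM-3 protein as unchanged, and its source data give mean fluorescence intensities of 2702 in Veh and 2781 in GSK for GzmB. Gzmb RNA was called up (log2 fold change 0.62), but its adjusted p was over 0.05 in 3 of the 6 fits that each left out one sample. Havcr2 RNA, which encodes TIM-3, had a log2 fold change of 0.58 (adjusted p = 0.091, edgeR), and passed the threshold with DESeq2 (0.048) and with the replicate block (0.0017), while the fits that left out one sample gave up to 0.18. Il2 RNA was at 0.216 ± 0.164 CPM in Veh and 0.157 ± 0.189 CPM in GSK and was not tested, while the paper's source data give more IL-2 protein in GSK. The paper describes stimulation with PMA and ionomycin before cytokine staining, and direct lysis of cultured cells for RNA. The RNA and protein values of this cytokine are therefore not directly comparable.

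Upregulated genes lay next to each other more often than by chance. Of adjacent tested genes, 19 pairs were both upregulated, against a median of 6 in 10000 shuffles (permutation p = 1e-04, the smallest they can give). Without pairs whose transcripts share any 31 bases on either strand or had no sequence to compare, 14 pairs remained (permutation p = 4.0e-04), which goes against reads shared between paralogs as the whole cause. Without pairs whose symbols share their first 3 letters, 13 remained (permutation p = 0.0040), but this leaves members of one gene family with other symbols, such as Il24 with Il10 and Tnf with Lta. Another pair, chosen like these after its values were seen, is Gfi1 with Evi5, whose region overlaps other genes. As a hypothesis, LSD1 inhibition may act on regions rather than single genes. Control shared by members of one gene family, and transcripts running from one gene into the next, were not separated from it and cannot be told apart from it.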
